# Early transcriptomic response to Fe supply in Fe-deficient tomato plants is strongly influenced by the nature of the chelating agent

**DOI:** 10.1186/s12864-015-2331-5

**Published:** 2016-01-07

**Authors:** Anita Zamboni, Laura Zanin, Nicola Tomasi, Linda Avesani, Roberto Pinton, Zeno Varanini, Stefano Cesco

## Abstract

**Background:**

It is well known that in the rhizosphere soluble Fe sources available for plants are mainly represented by a mixture of complexes between the micronutrient and organic ligands such as carboxylates and phytosiderophores (PS) released by roots, as well as fractions of humified organic matter. The use by roots of these three natural Fe sources (Fe-citrate, Fe-PS and Fe complexed to water-extractable humic substances, Fe-WEHS) have been already studied at physiological level but the knowledge about the transcriptomic aspects is still lacking.

**Results:**

The ^59^Fe concentration recorded after 24 h in tissues of tomato Fe-deficient plants supplied with ^59^Fe complexed to WEHS reached values about 2 times higher than those measured in response to the supply with Fe-citrate and Fe-PS. However, after 1 h no differences among the three Fe-chelates were observed considering the ^59^Fe concentration and the root Fe(III) reduction activity. A large-scale transcriptional analysis of root tissue after 1 h of Fe supply showed that Fe-WEHS modulated only two transcripts leaving the transcriptome substantially identical to Fe-deficient plants. On the other hand, Fe-citrate and Fe-PS affected 728 and 408 transcripts, respectively, having 289 a similar transcriptional behaviour in response to both Fe sources.

**Conclusions:**

The root transcriptional response to the Fe supply depends on the nature of chelating agents (WEHS, citrate and PS). The supply of Fe-citrate and Fe-PS showed not only a fast back regulation of molecular mechanisms modulated by Fe deficiency but also specific responses due to the uptake of the chelating molecule. Plants fed with Fe-WEHS did not show relevant changes in the root transcriptome with respect to the Fe-deficient plants, indicating that roots did not sense the restored cellular Fe accumulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2331-5) contains supplementary material, which is available to authorized users.

## Background

Iron (Fe) is the micronutrient required in the largest amount by plants and plays a role in key metabolic processes such as respiration, chlorophyll biosynthesis and photosynthesis. This element is a component of the heme group and Fe-sulphur clusters and other binding sites; for its chemical proprieties it is involved in many redox reactions but it can also favour the generation of reactive oxygen species (ROS), which implies a precise control of its uptake, utilization and storage [1].

To counteract the low availability of Fe in soils, higher plants have developed two different strategies for its acquisition from the rhizosphere. The *Strategy I* (all higher plants except grasses) relies on the improvement of Fe solubility through the release of root exudates like protons (*via* an increase of activity of plasma membrane H^+^-ATPase) and organic acids and phenolic compounds followed by a reduction of Fe(III) to the more soluble Fe(II) by a Fe(III)-chelate reductase (FRO) [2]. This reductive step is essential for the acquisition of micronutrient, since Fe(II) is taken up *via* the activity of a divalent cation transporter, Iron-Regulated Transporter (IRT) [1]. *Strategy II* is specific for grasses and is based on the biosynthesis and release of phytosiderophores (PS), which have a strong affinity for Fe(III), and on the uptake of the Fe-PS complexes by a specific transporter, Yellow-Stripe (YS) [1].

Physiological and molecular responses to Fe deficiency in *Strategy I* species have been extensively studied in *Arabidopsis thaliana* [3]. In this model plant, a set of 92 transcripts responsive to Fe deficiency was identified [4]. In tomato roots, a similar number of transcripts (97) was modulated in response to Fe deficiency [5]. More recently, through a co-expression analysis, a group of 180 genes potentially involved in the regulation of *Arabidopsis* responses to Fe shortage was detected [6]. Several works describing plant transcriptional responses to Fe-stress as a comparison between Fe sufficient and Fe deficient condition are present in literature [7–17]. However, no data are available on the modulations taking place during supply after a period of deficiency that is a condition reasonably occurring at the rhizosphere. In the recent years, this matter has been investigated at proteomic level in roots of *Beta vulgaris* [18] and in a *Prunus* hybrid [19], at metabolomic level in roots of *Beta vulgaris* [18], in the xylem sap and leaf extract of *Strategy I* plants [20].

In the rhizosphere the concentration of available Fe depends on the soil pH and on the presence of different types of natural ligands [2, 21–23], such as organic acids [24,25], flavonoids [26, 27], PS [28], microbial siderophores [29] and fractions of the humified organic matter [30, 31]. The acquisition mechanisms of Fe-chelates by *Strategy I* plants is considered to be based on the obligatory step of reduction [23], [32–34] even if recently their possibility to directly absorb Fe-PS has been envisaged [35]. Information about possible differences in the use efficiency of Fe-complexed to natural occurring chelates is still very scarce. It has been reported that fractions of low-molecular-weight water-extractable humic substances (WEHS) complexed with Fe(III) enhanced Fe deficiency responses when compared with natural (citrate) or synthetic [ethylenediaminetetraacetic acid (EDTA)] chelates [36]. Furthermore, a higher amount of ^59^Fe was accumulated in tomato plants treated with Fe-WEHS after 24 h in comparison to other Fe sources [23]. The higher acquisition of Fe from Fe-WEHS was related to a more efficient reduction, rhizosphere acidification and translocation [22, 23, 37].

Here we describe the transcriptional responses of Fe-deficient tomato roots after 1 h of supply with 1 μM Fe chelated to citrate, PS or WEHS. Results showed that the root transcriptional profile of plants supplied with Fe-WEHS is very similar to that of Fe-deficient plants being only two transcripts differentially expressed. The other two natural sources of Fe caused on the other hand a similar modulation of a common set of 289 transcripts. In addition, the Fe-citrate and Fe-PS complexes showed some specific responses as suggested by the modulation of 439 and 119 transcripts after supplying Fe-citrate or Fe-PS alone, respectively.

## Results and discussion

### Iron-(^59^Fe) accumulation from natural Fe-sources by tomato roots

The capability of Fe-deficient tomato plants to utilize different natural Fe-sources was evaluated after 1, 4, or 24 h of treatment performing Fe-uptake experiments and using ^59^Fe complexed with WEHS, citrate or PS. In order to reproduce conditions closer to those where Fe-deficiency symptoms in crops usually appear [38], the uptake medium was buffered at pH 7.5 and each Fe source was used at 1 μM final Fe concentration.

Fig. 1a shows that after 1 h of supply, the concentration of ^59^Fe accumulated in tomato plants was comparable among all the three Fe treatments exhibiting values around 100 nmol ^59^Fe g^-1^ DW root. Iron content markedly increased up to four folds after 4 h and from six to 18 folds after 24 h. In Fe-WEHS treated plants, the concentration of ^59^Fe taken up was significantly greater than the one measured in plants treated with ^59^Fe-citrate or ^59^Fe-PS at 4 and 24 h. Within each time point, there were no significant differences in Fe content in plants exposed to Fe-citrate and Fe-PS. Fe-sufficient plants (Fig. 1b) showed approximately one order of magnitude lower ^59^Fe accumulation levels than Fe-deficient plants (Fig. 1a) suggesting that responses to Fe shortage are switched off. Also in this case Fe-WEHS treated plants accumulated the highest concentration of ^59^Fe both at 4 and 24 h.

**Fig. 1:**
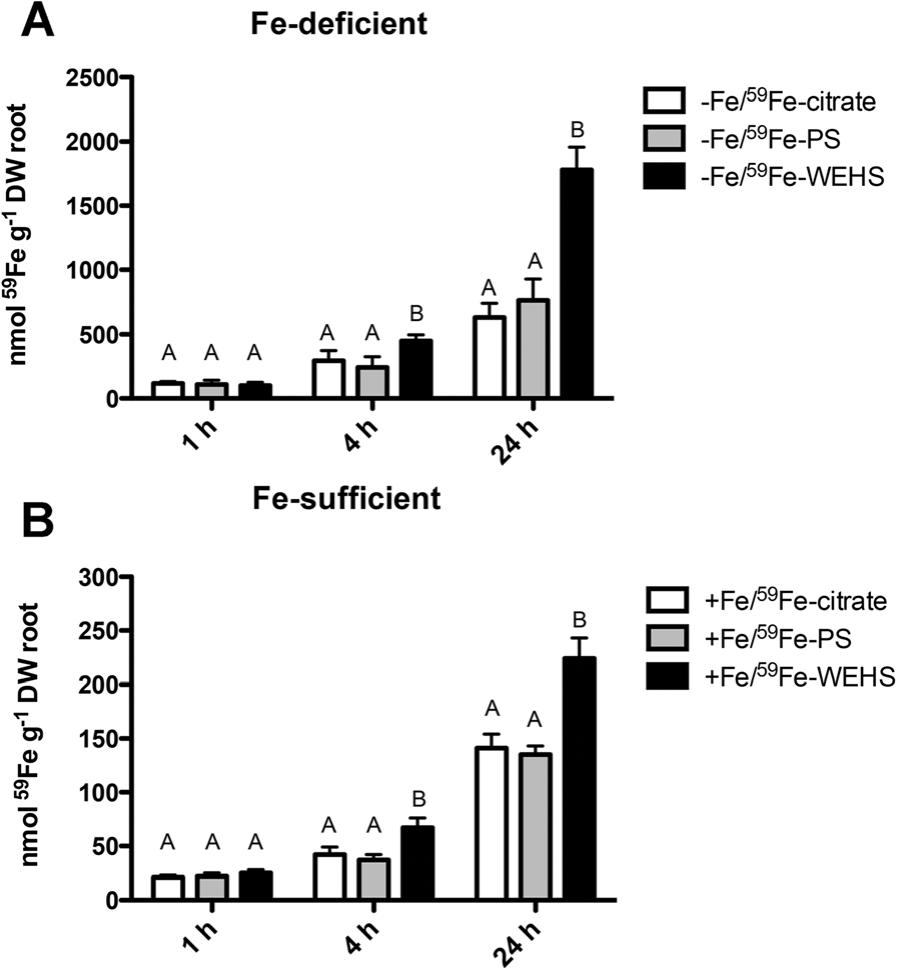
^59^Fe concentration of Fe-deficient and Fe-sufficient tomato plants in response to Fe supply. Fe-deficient (-Fe; **a**) and Fe-sufficient (+Fe; **b**) plants were transferred up to 24 h into a solution (pH 7.5) containing ^59^Fe-citrate, ^59^Fe-PS or ^59^Fe-WEHS at final Fe concentration 1 μM. Data are means ± SD of three independent experiments. Capital letters (**a** to **b**) refer to statistically significant differences (Holm–Sidak method ANOVA, *P* < 0.05)

In order to get information on the functionality of Fe-acquisition mechanisms working at the root level of plants supplied with different Fe-complexes, root Fe(III)reduction activity was measured after 1 h of treatment. Fig. 2 reports that the different type of Fe supply did not significantly modify the root Fe(III)-reduction activity.

**Fig. 2:**
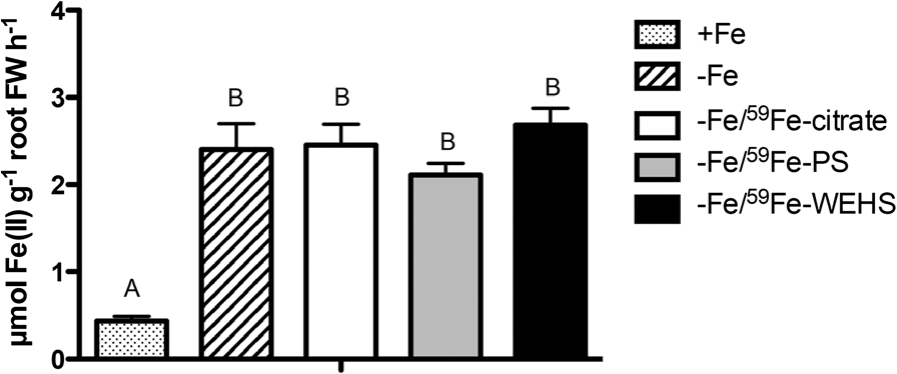
Fe(III)-reduction activity of tomato roots. Fe(III)-reduction activity of intact Fe-deficient tomato plants supplied for 1 h with 1 μM Fe as Fe-citrate, Fe-PS or Fe-WEHS; as control, Fe-deficient plants not treated with any Fe sources (-Fe) or plants treated with 100 μM Fe (+Fe), were also utilized. Data are means ± SD of three independent experiments. Capital letters (a to b) refer to statistically significant differences (Holm–Sidak method ANOVA, *P* < 0.05)

### Changes in tomato root transcriptome in response to the supply with different natural Fe sources

Root transcriptional profiles of tomato plants in response to 1 h supply with the three different Fe sources were characterized by a genome-wide microarray analysis.

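Roots of Fe-deficient tomato plants (cultivar Marmande superprecoce) were hybridised to single-colour oligonucleotide arrays after 1 h with 1 µM Fe at pH 7.5, given as Fe-citrate, Fe-PS or Fe-WEHS. Fe-PS is Fe bound to the phytosiderophores that barley roots release, and Fe-WEHS is Fe bound to humic substances extracted from peat with water. Each source had 3 arrays, and each array held RNA from the pooled roots of 6 plants, which the paper describes as independent cultivations. The paper gives 20 d and the sample labels give 21 d as the age at which plants were moved to Fe-free solution, where they stayed for 7 d. The Fe-WEHS arrays stood apart in signal. Above the local background, the median plant spot read 951 scanner units or more on the Fe-WEHS arrays, 336 to 497 on the Fe-citrate arrays and 447 to 530 on the Fe-PS arrays. The spots of negative control probes, which match no tomato transcript, had medians of 613 to 713, 85 to 127 and 112 to 190 in the same order, so the median plant spot was 1.42 to 1.55 times the negative controls for Fe-WEHS, 3.91 to 4.00 times for Fe-citrate and 2.65 to 3.99 times for Fe-PS. The median spot covered 80 pixels on every Fe-WEHS array and 12 pixels on every other array, and 12996 spots of Fe-citrate replicate 1 carried a scanner mark. The deposited scanner files hold mean spot and local background intensities without normalization. From these, background was corrected with normexp (offset 50) over all spots, plant spots were quantile normalized over the 9 arrays, and log2 values of the 3 to 6 spots of a probe were averaged. Of 25782 plant probes, 12395 exceeded the 95th percentile of the negative controls on all 3 arrays of at least 1 source and were tested together with limma. A transcript is called higher or lower where its Benjamini-Hochberg adjusted p was at most 0.05 and its log2 fold change at least 1 in size, and ± after a log2 fold change is the standard error, whose median was 0.19. Transcript names are the homology matches of the paper, often to proteins of another species. The arrays of unsupplied Fe-deficient plants and of Fe-sufficient plants were not analysed here, so each comparison sets one Fe source against another.

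**Figure D1:**
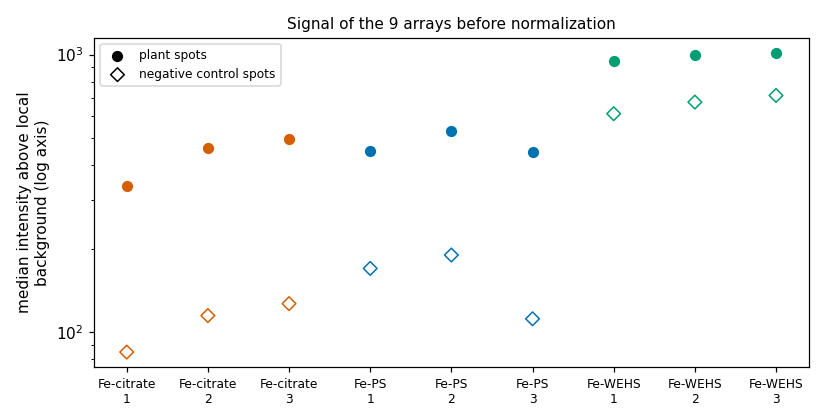
Median signal above the local background on each of the 9 arrays, on a log axis in scanner units. Filled circles are plant spots and open diamonds are negative control spots of the same array, and the 3 Fe-WEHS arrays have the highest medians of both, 951 or more and 613 to 713.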

Table 1 reports the numbers of upregulated and downregulated transcripts identified by Linear Models for MicroArray (LIMMA; adjusted p-value ≤ 0.05; |Log_2_(R)| ≥ 1) [39] for each comparison of root transcriptional profiles. 

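Set directly against Fe-WEHS, 303 transcripts differed under Fe-citrate (120 higher and 183 lower) and 163 under Fe-PS (66 higher and 97 lower). Peroxidase 55 (TC211238), a cell wall peroxidase, was among the most reduced under both, with a log2 fold change of −1.74 ± 0.27 (adjusted p = 0.00532) for Fe-citrate and −1.49 ± 0.27 (adjusted p = 0.0148) for Fe-PS, and so was a stress-associated zinc finger protein (SAP5, TC193203; −1.61 ± 0.16, adjusted p = 0.00192 and −1.48 ± 0.16, adjusted p = 0.00358). Under Fe-citrate the BEL1-related homeotic protein 11 (TC203581; −1.84 ± 0.37, adjusted p = 0.0126), the chloroplast elongation factor G of plastid translation (TC214629; −1.63 ± 0.22, adjusted p = 0.00367) and the cell cycle switch protein ccs52B (TC202925; −1.62 ± 0.26, adjusted p = 0.00597) also fell, and were called lower under Fe-PS too, with that call lost in 4 to 13 of 24 alternatives. Under both sources a 3-hydroxyacyl-CoA dehydrogenase of fatty acid β-oxidation (TC198991) fell by 1.52 on the log2 scale under Fe-PS (adjusted p = 0.00358) and by 1.51 under Fe-citrate (adjusted p = 0.00192), and plastoglobulin-1 of plastid lipid bodies (TC194180), below the negative controls on every Fe-PS and Fe-citrate array, was at least 2.12-fold and at least 2.15-fold lower (adjusted p = 0.00398 and 0.00277). In the other direction, the RNA polymerase alpha subunit (TC191591), below the negative controls on every Fe-WEHS array, was at least 2.73-fold higher under Fe-citrate (adjusted p = 0.0171) and at least 2.10-fold higher under Fe-PS (adjusted p = 0.0486). Between Fe-citrate and Fe-PS, limma called 0 transcripts. At an unadjusted p under 0.05 there were 439, against 620 expected by chance, and the fit of those 6 arrays alone called 32, array weights 93 and the fit without Fe-WEHS replicate 2 called 3, every one higher under Fe-citrate. At the same unadjusted p, 3901 transcripts differed between Fe-citrate and Fe-WEHS and 3180 between Fe-PS and Fe-WEHS. The Fe-PS count against Fe-WEHS was 64 without Fe-WEHS replicate 2, 62 without Fe-PS replicate 1 and 94 without Fe-PS replicate 2, where the call of peroxidase 55 was also lost, and the RNA polymerase call under Fe-citrate was lost without Fe-WEHS replicates 2 or 3 or Fe-citrate replicate 2 (adjusted p = 0.0511 to 0.0522) and under Fe-PS in 10 of 23 alternatives, among them without any of Fe-WEHS replicates 1 to 3, Fe-citrate replicate 2 and Fe-PS replicates 1 and 2 (adjusted p = 0.0697 to 0.156). The split by direction depended on the processing. Without the filter on dim probes 279 were higher and 265 lower under Fe-citrate and 174 and 165 under Fe-PS, and with the deposited values 333 and 297, and 219 and 174. Array weights gave 209 and 223 under Fe-citrate, leaving out Fe-citrate replicate 2 gave 67 and 190, and leaving out Fe-WEHS replicate 3 gave 39 and 81 under Fe-PS. With arrays scaled to a common median, the median log2 fold change of all transcripts was 0.35 for Fe-citrate and 0.29 for Fe-PS, against 0.04 and 0.05 by quantile normalization. Then 617 were higher and 41 lower under Fe-citrate and 190 and 31 under Fe-PS, and with cyclic loess 63 and 173, and 13 and 79.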

To have a further confirmation, the expression level of some differentially expressed transcripts was also tested by Real-time RT-PCR (Additional file 1: Table S1). The number of transcripts differentially expressed in response to Fe-citrate and Fe-PS supply was 728 and 408, respectively. Surprisingly, roots of tomato plants treated with Fe-WEHS showed only two differentially expressed transcripts (one upregulated and one downregulated) in comparison to the Fe-deficiency condition (Table 2) indicating an elevated similarity between these two transcriptional profiles (Additional file 1: Figure S1). This behaviour might explain the higher ^59^Fe content in Fe-WEHS-supplied tomato plants in comparison to Fe-citrate- and Fe-PS-supplied plants after 4 and 24 h (Fig. 1a).

**Table 1:** Number of differentially expressed transcripts resulted by transcriptional profile comparisons of Fe-deficient plants supplied with the three natural sources of Fe and Fe-deficient plants

Comparison	Upregulated transcript	Downregulated transcripts
-Fe/Fe-citrate *vs* -Fe	260	468
-Fe/Fe-PS *vs* -Fe	91	317
-Fe/Fe-WEHS *vs* -Fe	1	1

Differentially expressed transcripts were identified by each transcriptional profile comparison through LIMMA analysis (adjusted p-value ≤ 0.05; |Log_2_(R)| ≥ 1); -Fe: Fe-deficient; -Fe/Fe-citrate, -Fe/Fe-PS or -Fe/Fe-WEHS: Fe-deficient plants supplied for 1 h with Fe citrate, Fe-PS or Fe-WEHS, respectively

**Table 2:** Differentially expressed transcripts cited in the Results and Discussion

#	Probe_ID	Description	p-value, adj; -Fe/Fe-citrate *vs* -Fe	Log_2_(R; -Fe/Fe-citrate *vs* -Fe	p-value, adj; -Fe/Fe-PS *vs* -Fe	Log_2_(R; -Fe/Fe-PS *vs* -Fe	p-value, adj; -Fe/Fe-WEHS *vs* -Fe	Log_2_(R; -Fe/Fe-WEHS *vs* -Fe
*Transcripts similarly affected by Fe-citrate, Fe-PS supply and Fe-WEHS*								
#1	TC215712_723_40_S	R2R3-myb transcription factor, putative	0.001	2.20	0.001	2.14	0.035	2.02
	Transcripts affected by Fe-WEHS supply							
#2	TC194872_1016_38_S	Amino acid transporter, putative					0.035	-1.74
*Transcripts similarly affected by Fe-citrate and Fe-PS supply*								
#3	TC191891_2590_35_S	Plasma membrane H^+^-ATPase	0.003	−1.72	0.010	−1.41		
#4	TC202455_704_34_X2	Fructokinase-2	0.006	−1.39	0.008	−1.47		
#5	TC215677_337_34_X2	Fructose-bisphosphate aldolase	0.008	−1.40	0.016	−1.29		
#6	TC203759_474_40_S	Succinate dehydrogenase	0.001	−1.67	0.003	−1.40		
#7	TC205577_582_35_S	2-Oxoglutarate dehydrogenase, putative	0.002	−1.06	0.002	−1.08		
#8	TC200117_1178_35_S	Methionine synthase	0.004	−1.94	0.009	−1.72		
#9	TC211903_86_41_S	SAM-dependent methyltransferase	0.003	−1.40	0.013	−1.09		
#10	TC212657_260_40_S	SAM-dependent methyltransferase	0.011	−1.10	0.020	−1.06		
#11	TC201480_474_36_S	Phenylalanine ammonia-lyase	0.016	−1.12	0.018	−1.21		
#12	TC207536_637_35_S	ABC transporter family protein	0.002	−1.32	0.003	−1.23		
#13	TC192092_3871_40_S	Cellulose synthase	0.002	−1.34	0.001	−1.60		
#14	TC192418_1233_40_S	Cellulose synthase catalytic subunit	0.002	−1.72	0.003	−1.54		
#15	TC214973_590_40_S	Cellulose synthase A catalytic subunit 3	0.004	−1.11	0.004	−1.23		
#16	TC204385_218_36_X2	UDP-apiose/xylose synthase	0.003	−1.69	0.026	−1.11		
#17	TC192860_1143_39_S	Expansin 1 protein	0.017	1.28	0.026	1.26		
#18	TC198812_683_37_S	Glucan endo-1,3-beta-glucosidase, putative	0.017	1.05	0.010	1.31		
#19	TC201525_569_35_S	Rho GTPase-activating protein At5g61530	0.002	−1.43	0.003	−1.34		
#20	TC196357_464_36_S	ATP/GTP/Ca^++^ binding protein	0.006	−1.60	0.022	−1.29		
#21	TC211495_432_40_S	CBL-interacting protein kinase 1	0.004	−1.18	0.003	−1.45		
#22	TC212764_568_34_X2	Protein IQ-DOMAIN 14	0.003	−1.35	0.008	−1.20		
#23	TC197849_292_41_X2	Ras-related GTP binding protein	0.016	−1.01	0.017	−1.10		
#24	TC207137_449_35_S	RAS superfamily GTP-binding protein-like	0.002	−1.38	0.007	−1.07		
#25	TC196878_2001_40_S	Malic enzyme	0.010	−1.20	0.013	−1.25		
#26	TC191720_1243_40_S	NADH:ubiquinone oxidoreductase-like	0.012	1.29	0.027	1.17		
#27	TC210154_386_41_X4	Glutamate dehydrogenase	0.005	−1.45	0.016	−1.23		
#28	TC192029_938_40_S	Putative basic helix-loop-helix protein bHLH7	0.005	1.17	0.007	1.23		
*Transcript specifically affected by Fe-citrate supply*								
#29	TC208592_1291_35_S	Triosephosphate isomerase, chloroplastic (TIM)	0.004	−1.27				
#30	TC194624_64_34_S	6-Phosphogluconate dehydrogenase	0.002	−1.20				
#31	TC199057_182_40_S	Putative pyruvate dehydrogenase E1 beta subunit	0.036	−1.15				
#32	TC201985_646_40_S	Citrate synthase	0.001	−1.39				
#33	TC212309_491_35_S	Phosphoenolpyruvate carboxylase	0.048	−1.03				
#34	TC193693_30_35_S	NADH dehydrogenase, putative	0.003	−1.21				
#35	TC195215_205_34_X2	NADH dehydrogenase, putative	0.003	−1.41				
#36	TC193283_737_36_S	PHB2	0.001	−1.19				
#37	TC212977_600_37_S	Nitrite reductase	0.049	1.12				
#38	TC196100_60_35_S	Plastid glutamine synthetase GS2	0.004	−1.17				
#39	TC211800_873_40_S	Putative ferredoxin-dependent glutamate synthase 1	0.006	−1.00				
#40	TC197827_1154_40_S	Leucine-rich repeat/extensin	0.030	−1.13				
#41	TC203111_299_41_X2	Extensin-like protein	0.001	−1.34				
#42	TC204863_245_40_S	Extensin-like protein Ext1	0.016	−1.15				
#43	TC216971_395_35_S	Extensin class 1 protein	0.030	1.10				
#44	TC196973_752_38_X2	Pectinesterase	0.019	1.11				
#45	TC210207_490_35_S	Pectinesterase	0.004	−1.18				
#46	TC193792_675_36_S	Putative glutathione S-transferase T5	0.023	1.48				
#47	TC202880_782_35_S	Glutathione S-transferase	0.003	−1.05				
#48	TC207401_351_40_S	Glutathione S-transferase/peroxidase	0.029	1.17				
#49	TC211832_300_41_X2	Glutathione-regulated potassium-efflux system protein kefB, putative	0.034	1.09				
#50	TC197773_1109_35_S	Peroxidase	0.032	1.08				
#51	TC209710_467_35_S	Peroxidase 16, putative	0.012	−1.17				
#52	TC192043_591_40_X3	17.6 kDa class I heat shock protein (Hsp20.0)	0.044	1.03				
#53	TC194246_668_40_S	Heat shock protein 70 (HSP70)	0.002	−1.00				
#54	TC197122_92_35_S	Hsp90 co-chaperone AHA1, putative	0.002	−1.24				
#55	TC207719_568_36_S	Chaperone protein DNAj, putative	0.036	1.06				
#56	TC208736_54_40_S	Chaperonin-60 alpha subunit	0.044	1.05				
#57	TC214617_585_34_X2	Hsp70-interacting protein 1	0.002	−1.17				
#58	TC195735_752_37_S	Avr9/Cf-9 rapidly elicited protein	0.045	1.98				
#59	TC196669_798_35_S	Avr9/Cf-9 rapidly elicited protein 1	0.040	2.57				
#60	TC198633_775_40_S	Avr9/Cf-9 rapidly elicited protein 231	0.019	1.94				
#61	TC200277_609_40_S	Avr9/Cf-9 rapidly elicited protein 194	0.032	1.81				
#62	TC203605_414_40_S	Avr9/Cf-9 rapidly elicited protein 75	0.037	1.59				
#63	TC204489_664_34_X2	Avr9/Cf-9 rapidly elicited protein 20	0.008	2.15				
#64	TC207986_456_38_S	Avr9/Cf-9 rapidly elicited protein 231	0.006	3.69				
#65	TC208735_320_38_S	Avr9/Cf-9 rapidly elicited protein 65	0.006	3.28				
#66	TC200524_503_40_S	WRKY-type DNA binding protein	0.035	1.48				
#67	TC201566_1542_35_S	WRKY-like transcription factor	0.040	1.68				
#68	TC205993_1465_40_S	WRKY transcription factor 1	0.023	2.50				
#69	TC209196_761_40_S	Double WRKY type transfactor	0.014	1.87				
#70	TC214887_802_40_S	WRKY transcription factor-30	0.006	1.20				
#71	TC191592_2431_37_S	GRAS6	0.006	1.09				
#72	TC192009_1993_40_S	GRAS1	0.038	1.14				
#73	TC192616_2450_39_S	GRAS family transcription factor	0.018	1.37				
#74	TC193990_2097_35_S	GRAS9	0.029	1.20				
#75	TC195584_1695_40_S	GRAS4	0.023	1.28				
#76	TC208078_576_35_S	GRAS4	0.007	2.01				
#77	TC213462_831_40_S	GRAS2 transcription factor	0.034	1.93				
	*Transcript specifically affected by Fe-PS supply*							
#78	TC197535_663_40_S	3-Hydroxyacyl-CoA dehyrogenase			0.004	−1.21		
#79	TC203351_729_35_S	Fatty acid desaturase, putative			0.004	−1.08		
#80	TC201677_436_40_S	Acyl-CoA synthetase			0.002	−1.33		
#81	TC195028_1952_40_S	Putative phospholipase C			0.026	−1.12		
#82	TC196917_1568_38_S	Delta(14)-sterol reductase			0.026	1.02		
#83	TC215747_470_40_S	Phosphatidic acid phosphatase			0.041	−1.00		
#84	TC195925_676_35_X2	Ascorbate oxidase			0.049	−1.03		
#85	TC211305_518_35_S	Oligopeptide transporter, putative			0.044	−1.06		
#86	TC196465_645_40_X2	Gibberellin 20 oxidase, putative			0.029	−1.03		
#87	TC204594_438_40_S	TGA10 transcription factor			0.014	−1.26		
#88	TC196692_694_37_X2	GRAS1			0.041	−1.18		
#89	TC211460_599_40_S	bHLH transcription factor JAF13			0.014	−1.01		
#90	TC214149_2_40_S	Myb-like protein			0.029	1.07		
#91	TC204269_546_39_S	Homeobox-leucine zipper protein ATHB-52			0.007	1.12		

Probe ID, description, adjusted *p*-value and Log_2_(R) were reported for each comparison

The upregulated transcript in response to Fe-WEHS-supplied plants had the same behaviour in the plant subjected to the other two treatments (Table 2 and Fig. 3). It encodes a R2R3 MYB transcription factor (#1, Solyc06g005310.2.1; Table 2). 

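This R2R3 MYB transcript (TC215712) was measured at close levels under all 3 sources. Its normalized log2 intensity was 10.96 ± 0.50 (SD, n = 3) under Fe-citrate, 10.87 ± 0.23 (SD, n = 3) under Fe-PS and 10.75 ± 0.14 (SD, n = 3) under Fe-WEHS. R2R3 MYB proteins are DNA-binding regulators of transcription. The log2 fold change was 0.21 ± 0.23 for Fe-citrate against Fe-WEHS (adjusted p = 0.570), 0.13 ± 0.23 for Fe-PS against Fe-WEHS (adjusted p = 0.766) and 0.08 ± 0.23 for Fe-citrate against Fe-PS (adjusted p = 0.999). Each of these differences was smaller than its standard error. Their 95% intervals, which together ran from −0.43 to 0.72, exclude a 2-fold difference between any pair of sources.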

The protein encoded by this tomato gene shows highest homology with *Arabidopsis thaliana* MYB48 (35 % of identity) that is not reported to be involved in responses to Fe-deficiency in that plant species. Until now, in *Strategy I* plants, the regulation of Fe-deficiency responses has been described to be controlled by bHLH transcription factors [1, 40]. Data here presented suggest that responses to Fe supply after a period of shortage could be driven by other transcription factors such as this MYB. The sole Fe-WEHS-specific transcript repressed encodes a putative amino acid transporter (#2, Table 2) of unknown function. However, both transcriptional modulations seem unlikely to be responsible for the different efficient use of Fe as Fe-WEHS source.

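The putative amino acid transporter (TC194872), a membrane protein of nitrogen transport, gave little signal under Fe-WEHS. It exceeded the negative controls on 0 of 3 Fe-WEHS arrays, 1 of 3 Fe-PS arrays and 2 of 3 Fe-citrate arrays, and so was not among the tested transcripts. Its normalized log2 intensity was 7.74 ± 0.23 (SD, n = 3) under Fe-WEHS, 9.14 ± 0.26 (SD, n = 3) under Fe-citrate and 9.06 ± 0.08 (SD, n = 3) under Fe-PS. In a limma fit without the filter on dim probes it was higher under Fe-citrate (adjusted p = 0.00143) and under Fe-PS (adjusted p = 0.00297) than under Fe-WEHS, and Fe-citrate and Fe-PS did not differ (adjusted p = 1). No fold is given, since its mean under Fe-citrate and under Fe-PS did not exceed the level of the negative controls on the Fe-WEHS arrays.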

**Fig. 3:**
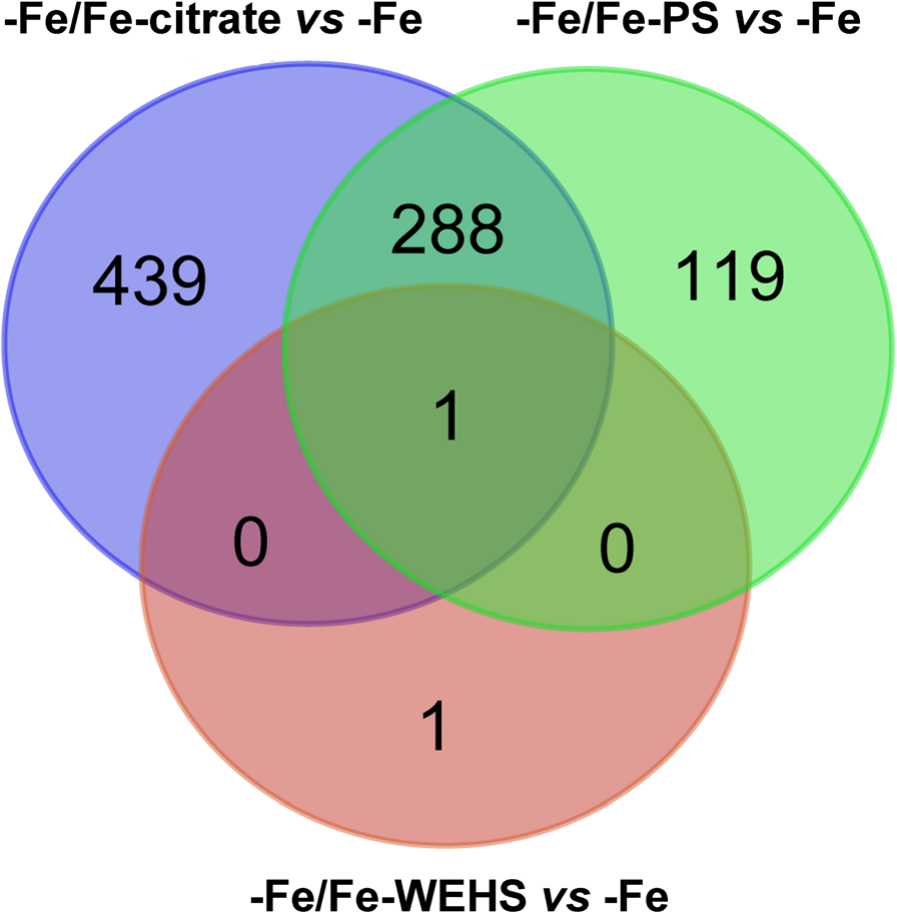
Shared transcripts modulated in response to supply with the three natural Fe sources relative to Fe-deficient plants. Fe-deficient plants were supplied for 1 h with Fe-WEHS (-Fe/Fe-WEHS) or with Fe-PS (-Fe/Fe-PS) or with Fe-citrate (-Fe/Fe-citrate). As control, Fe-deficient plants were used (-Fe)

The root transcriptional profiles of Fe-deficient plants supplied with the three natural sources compared to that of Fe-sufficient plants (LIMMA; adjusted *p*-value ≤ 0.05; |Log_2_(R)| ≥ 1) showed that 90, 1118 and 774 transcripts were after 1 h modulated in response to supply with Fe-WEHS, Fe-citrate and Fe-PS supplies respectively (Additional file 1: Table S2 and Figure S2, Additional file 2: Table S3). The number of differentially expressed transcripts between the Fe-WESH supplied plants and Fe-sufficient ones is similar (90 *vs* 97) to that identified in the previous transcriptional analysis comparing the transcriptome of Fe-sufficient and Fe-deficient roots [5]. It is therefore confirmed that the root transcriptional profile of Fe-deficient plants is very similar to that of plants supplied for 1 h with Fe-WEHS.

### Responses to Fe-citrate and Fe-PS treatments

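The transcripts that the paper assigns to Fe-citrate alone or to Fe-PS alone (Additional file 3: Table S4) lay on the stated side in nearly every case when both sources were compared directly, by less than 2-fold for most. Of 206 transcripts assigned to Fe-citrate as induced, 147 could be tested, and their median log2 difference between Fe-citrate and Fe-PS was 0.69, with 144 above 0. For 143 of the 233 assigned to Fe-citrate as repressed, the median was −0.31, with 138 below 0. For Fe-PS, 13 of 37 induced transcripts had a median of −0.23, with 12 below 0, and 31 of 82 repressed transcripts had a median of 0.12, with 30 above 0. In all, 324 of 334 lay in the paper's direction (97.0%), 123 at an unadjusted p under 0.05, and limma called 0 of them. The fit of those 6 arrays alone called 20, array weights 35 and the fit without Fe-WEHS replicate 2 called 1. Adjusted over the list alone, 46 of the 147 induced transcripts passed, and camera placed that list apart from other transcripts (adjusted p = 5.16e-80, and adjusted p = 0.0172 with an estimated correlation), as it did the repressed list (adjusted p = 2.4e-29, and 0.027 with an estimated correlation). These lists were chosen on the same arrays, so neither the direction nor the list tests are independent evidence. For 208 of the 334 (62.3%) the 95% interval excluded a 2-fold difference in the paper's direction.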

Differently from the transcriptional behaviour of Fe-WEHS, Fe-citrate and Fe-PS treatments *vs* Fe-deficient determined a modulation of a wider set of transcripts: 289 of them were in common, while 439 (~60 % of total differentially expressed transcripts of -Fe/Fe-citrate *vs* Fe-deficient comparison) and 119 (~ 30 % of total differentially expressed transcripts of -Fe/Fe-PS *vs* Fe-deficient) transcripts were Fe-citrate- and Fe-PS-specific, respectively (Fig. 3). These transcripts are related to specific responses that could be caused by the effect of different chelating agents on root plant metabolism. This hypothesis could be supported by the results obtained comparing the transcriptional profiles of Fe-deficient plant roots supplied for 1 h with Fe (Fe-citrate and Fe-PS) with Fe-sufficient plants (Additional file 1: Figure S2). This analysis revealed that about 52 % and 30 % of differentially expressed transcripts were specific for the -Fe/Fe-citrate *vs* Fe-sufficient and -Fe/Fe-PS *vs* Fe-sufficient comparisons, respectively (Additional file 1: Table S2, Figure S2).

Differentially expressed transcripts in the comparisons -Fe/Fe-citrate *vs* Fe-deficient and -Fe/Fe-PS *vs* Fe-deficient (Table 1), were manually annotated using terms of the biological process of the Gene Ontology (GO) [41] on the basis of BlastP analysis from UniProt database [42] (Additional file 3: Table S4). Eighty-five (11.67 %) and 64 (15.69 %) differentially expressed transcripts in response to Fe-citrate and Fe-PS treatment, respectively, encode proteins without homology with known proteins (“no hits found”). Table 3 shows that “biological process” (transcripts encoding protein involved in “unknown” biological process), “cellular process” and “metabolic process” are the more represented functional categories with similar percentage both for responses to Fe-citrate and Fe-PS supply. The other GO term categories showed similar percentages between the two treatments with the exceptions of “cellular component organization and biogenesis” that is more represented in the response to Fe-citrate relative to Fe-PS (3.53 % *vs* 1.77 %) while “lipid metabolic process” in the response to Fe-PS relative to Fe-citrate (2.00 % *vs* 0.92 %).

**Table 3:** Distribution in main functional categories of transcripts differentially expressed in response to Fe-citrate and Fe-PS supply respectively

-Fe/Fe-citrate *vs* -Fe				-Fe/Fe-PS vs -Fe			
GO Class ID	Definitions	Counts	Fractions	GO Class ID	Definitions	Counts	Fractions
GO:0008150	biological_process	178	27.34 %	GO:0008150	biological_process	122	27.05 %
GO:0009987	cellular process	118	18.13 %	GO:0009987	cellular process	80	17.74 %
GO:0008152	metabolic process	101	15.51 %	GO:0008152	metabolic process	76	16.85 %
GO:0009058	biosynthetic process	33	5.07 %	GO:0009058	biosynthetic process	27	5.99 %
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	24	3.69 %	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	18	3.99 %
GO:0016043	cellular component organization and biogenesis	23	3.53 %	GO:0019538	protein metabolic process	16	3.55 %
GO:0019538	protein metabolic process	22	3.38 %	GO:0006810	transport	13	2.88 %
GO:0006810	transport	20	3.07 %	GO:0005975	carbohydrate metabolic process	11	2.44 %
GO:0009056	catabolic process	17	2.61 %	GO:0009056	catabolic process	11	2.44 %
GO:0005975	carbohydrate metabolic process	13	2.00 %	GO:0006629	lipid metabolic process	9	2.00 %
GO:0006950	response to stress	12	1.84 %	GO:0016043	cellular component organization and biogenesis	8	1.77 %
GO:0007154	cell communication	9	1.38 %	GO:0007165	signal transduction	6	1.33 %
GO:0006091	generation of precursor metabolites and energy	9	1.38 %	GO:0007154	cell communication	6	1.33 %
GO:0007165	signal transduction	8	1.23 %	GO:0006950	response to stress	6	1.33 %
GO:0006464	protein modification process	8	1.23 %	GO:0006464	protein modification process	6	1.33 %
GO:0006259	DNA metabolic process	6	0.92 %	GO:0006091	generation of precursor metabolites and energy	5	1.11 %
GO:0006629	lipid metabolic process	6	0.92 %	GO:0006259	DNA metabolic process	4	0.89 %
GO:0009628	response to abiotic stimulus	5	0.77 %	GO:0006412	translation	4	0.89 %
GO:0009719	response to endogenous stimulus	5	0.77 %	GO:0015979	photosynthesis	3	0.67 %
GO:0006412	translation	5	0.77 %	GO:0016265	death	2	0.44 %
GO:0015979	photosynthesis	4	0.61 %	GO:0009628	response to abiotic stimulus	2	0.44 %
GO:0016265	death	3	0.46 %	GO:0009607	response to biotic stimulus	2	0.44 %
GO:0008219	cell death	3	0.46 %	GO:0009719	response to endogenous stimulus	2	0.44 %
GO:0000003	reproduction	2	0.31 %	GO:0008219	cell death	2	0.44 %
GO:0009607	response to biotic stimulus	2	0.31 %	GO:0040007	growth	2	0.44 %
GO:0007275	multicellular organismal development	2	0.31 %	GO:0000003	reproduction	1	0.22 %
GO:0040007	growth	2	0.31 %	GO:0009791	post-embryonic development	1	0.22 %
GO:0007049	cell cycle	2	0.31 %	GO:0009605	response to external stimulus	1	0.22 %
GO:0009791	post-embryonic development	1	0.15 %	GO:0009908	flower development	1	0.22 %
GO:0009653	anatomical structure morphogenesis	1	0.15 %	GO:0007275	multicellular organismal development	1	0.22 %
GO:0009605	response to external stimulus	1	0.15 %	GO:0016049	cell growth	1	0.22 %
GO:0009908	flower development	1	0.15 %	GO:0019725	cell homeostasis	1	0.22 %
GO:0019748	secondary metabolic process	1	0.15 %	GO:0007049	cell cycle	1	0.22 %
GO:0016049	cell growth	1	0.15 %	Total		451	100.00 %
GO:0009875	pollen-pistil interaction	1	0.15 %				
GO:0019725	cell homeostasis	1	0.15 %				
GO:0009856	pollination	1	0.15 %				
Total		651	100.00 %				

The distribution in main functional categories on the basis of “biological process” terms was performed using CateGOrizer [79] setting Plant GO slim method and consolidated single occurrences. The analysis was performed using the GO terms of the 643 and 344 transcripts differentially expressed in response to Fe-citrate and Fe-PS respectively and showing homology to “known protein”

### Transcripts commonly modulated by Fe-citrate and Fe-PS supply

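Transcripts that the paper finds repressed by both Fe-citrate and Fe-PS (Additional file 3: Table S4) had negative log2 fold changes against Fe-WEHS wherever they could be tested, and part of them passed the threshold. Of 235 such transcripts 120 were tested, with a median log2 fold change of −1.09 under Fe-citrate (68 lower) and −0.94 under Fe-PS (52 lower, or 54 adjusted over the list alone). Of the 54 that the paper finds induced by both, 10 were tested, with medians of 1.11 (6 higher) and 0.95 (4 higher). Arginine decarboxylase (TC214542), which makes the polyamine precursor agmatine, was at least 1.55-fold higher under Fe-citrate and at least 1.31-fold higher under Fe-PS, and a lipase-like transcript (TC213143) at least 1.13-fold and at least 1.14-fold, both being below the negative controls on every Fe-WEHS array. The median difference between Fe-citrate and Fe-PS was −0.09 for the repressed list and 0.09 for the induced list. camera gave adjusted p = 3.49e-55 and 8.81e-63 for the repressed list against Fe-WEHS (adjusted p = 0.00216 with an estimated correlation in both) and 1.41e-07 and 1.79e-07 for the induced list (0.0131 with an estimated correlation in both). The lists were chosen on the same Fe-citrate and Fe-PS arrays and are not independent evidence of direction. The Fe-WEHS arrays had 10691 to 12681 probes above the negative controls, and the other 6 arrays 12154 to 14867. The Fe-PS call of arginine decarboxylase was lost in 6 of 23 alternatives, among them without Fe-WEHS replicate 2, Fe-PS replicate 1 or Fe-PS replicate 2 (adjusted p = 0.0547 to 0.064) and with median scaling or cyclic loess (fitted log2 fold change 0.99 and 0.88), and the lipase-like calls with cyclic loess (0.97 and 0.96).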

The 289 transcripts commonly modulated after Fe-citrate and Fe-PS supply showed the same trend (235 downregulated and 54 upregulated transcripts, Additional file 3: Table S4). Excluding the peculiar behaviour of transcriptome in the presence of Fe-WEHS, this set of transcripts seems to represent the part of transcriptome responsive to the Fe-supply. Twenty upregulated transcripts and thirteen downregulated transcripts did not show any sequence homology with known proteins (“no hits found”). The distribution analysis of the main functional categories of transcripts with homology to known proteins showed that the more abundant terms “biological process”, “cellular process”, “metabolic process” and “biosynthetic process” were similarly represented in both downregulated and upregulated set of transcripts (Table 4). Differences were observed for “transport” with a higher fraction of a downregulated transcript dataset relative to the upregulated one (3.66 % *vs* 1.22 %) while other categories such as “carbohydrate metabolic process”, “catabolic process”, “cellular component organization and biogenesis” and “photosynthesis” were less represented in the downregulated transcript dataset (Table 4).

**Table 4:** Distribution in main functional categories of transcripts modulated both during the Fe-citrate and Fe-PS supply

Upregulated				Downregulated			
GO Class ID	Definitions	Counts	Fractions	GO Class ID	Definitions	Counts	Fractions
GO:0008150	biological process	21	25.61 %	GO:0008150	biological process	91	27.74 %
GO:0009987	cellular process	15	18.29 %	GO:0009987	cellular process	56	17.07 %
GO:0008152	metabolic process	14	17.07 %	GO:0008152	metabolic process	55	16.77 %
GO:0009058	biosynthetic process	5	6.10 %	GO:0009058	biosynthetic process	20	6.10 %
GO:0005975	carbohydrate metabolic process	4	4.88 %	GO:0019538	protein metabolic process	14	4.27 %
GO:0009056	catabolic process	4	4.88 %	GO:0006810	transport	12	3.66 %
GO:0019538	protein metabolic process	3	3.66 %	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	12	3.66 %
GO:0016043	cellular component organization and biogenesis	2	2.44 %	GO:0005975	carbohydrate metabolic process	7	2.13 %
GO:0006091	generation of precursor metabolites and energy	2	2.44 %	GO:0009056	catabolic process	7	2.13 %
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2	2.44 %	GO:0016043	cellular component organization and biogenesis	6	1.83 %
GO:0015979	photosynthesis	2	2.44 %	GO:0006950	response to stress	6	1.83 %
GO:0006950	response to stress	1	1.22 %	GO:0006464	protein modification process	5	1.52 %
GO:0006810	transport	1	1.22 %	GO:0006629	lipid metabolic process	5	1.52 %
GO:0007165	signal transduction	1	1.22 %	GO:0006412	translation	4	1.22 %
GO:0007154	cell communication	1	1.22 %	GO:0006259	DNA metabolic process	3	0.91 %
GO:0009719	response to endogenous stimulus	1	1.22 %	GO:0006091	generation of precursor metabolites and energy	3	0.91 %
GO:0006412	translation	1	1.22 %	GO:0016265	death	2	0.61 %
GO:0007049	cell cycle	1	1.22 %	GO:0009628	response to abiotic stimulus	2	0.61 %
GO:0006629	lipid metabolic process	1	1.22 %	GO:0009607	response to biotic stimulus	2	0.61 %
Total		82	100.00 %	GO:0007165	signal transduction	2	0.61 %
				GO:0007154	cell communication	2	0.61 %
				GO:0008219	cell death	2	0.61 %
				GO:0040007	growth	2	0.61 %
				GO:0000003	reproduction	1	0.30 %
				GO:0016049	cell growth	1	0.30 %
				GO:0019725	cell homeostasis	1	0.30 %
				GO:0009791	post-embryonic development	1	0.30 %
				GO:0009605	response to external stimulus	1	0.30 %
				GO:0009908	flower development	1	0.30 %
				GO:0007275	multicellular organismal development	1	0.30 %
				GO:0015979	photosynthesis	1	0.30 %
				Total		328	100.00 %

The distribution in main functional categories on the basis of “biological process” terms was performed using CateGOrizer [79] setting Plant GO slim method and consolidated single occurrences. The analysis was performed using the GO terms of the 41 and 215 transcripts positively and negatively affected respectively in response to both Fe-citrate and Fe-PS and showing homology to “known protein”

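The plasma membrane H+-ATPase transcript (TC191891), which encodes the pump that acidifies the rhizosphere, was among the most reduced Table 2 transcripts under Fe-citrate and under Fe-PS when each was set against Fe-WEHS. Its normalized log2 intensity was 11.76 ± 0.20 (SD, n = 3) under Fe-citrate, 12.09 ± 0.30 (SD, n = 3) under Fe-PS and 13.48 ± 0.34 (SD, n = 3) under Fe-WEHS. The log2 fold change against Fe-WEHS was −1.72 ± 0.21 for Fe-citrate (limma, adjusted p = 0.00283) and −1.40 ± 0.21 for Fe-PS (adjusted p = 0.0101), and every Fe-WEHS array lay above all 6 others. Fe-citrate and Fe-PS differed by −0.33 ± 0.21 (95% interval −0.79 to 0.14), which limma did not call. The Fe-PS call was lost with median scaling (−0.99) and without Fe-PS replicate 1 (−1.26).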

The downregulation of a plasma membrane H^+^-ATPase transcript (#3, Table 2) suggested that the acidification of the rhizosphere (component of Fe-acquisition machinery) is more quickly modulated than the expression of transcripts encoding FRO and IRT.

Comparing the modulation of these common supply-specific transcripts with the results of the previous findings in tomato roots [5], we could observe that with the exception of transcripts related to Fe homeostasis (e.g. those encoding FRO, IRT and Natural Resistance-Associated Macrophage Protein, NRAMP) most of the molecular mechanisms involved in the response to the Fe shortage (e.g. glycolysis, TCA cycle, methionine cycles, protein turnover, phenolic compound biosynthesis, root morphological adaptation and signalling) were modulated suggesting the restoration of sufficient nutrient condition. Specifically, we detected a negative modulation of transcripts encoding a phosphofructokinase (PFK; #4), a fructose-bisphosphate aldolase (FBP; #5) for glycolysis and a succinate dehydrogenase (SDH; #6) and a 2′-oxaglutarate dehydrogenase (OGDC; #7) for tri-carboxylic acid (TCA) cycle (Table 2). 

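All 3 of these transcripts that could be tested were lower under Fe-citrate and under Fe-PS than under Fe-WEHS. Fructokinase-2 (#4, TC202455), which phosphorylates fructose, had a log2 fold change of −1.28 ± 0.17 for Fe-citrate (adjusted p = 0.00359) and −1.11 ± 0.17 for Fe-PS (adjusted p = 0.0107). Fructose-bisphosphate aldolase (#5, TC215677), which splits the glycolytic hexose bisphosphate, had −1.48 ± 0.21 (adjusted p = 0.00396) and −1.25 ± 0.21 (adjusted p = 0.0127), and succinate dehydrogenase (#6, TC203759) of the TCA cycle −1.43 ± 0.19 (adjusted p = 0.00359) and −1.18 ± 0.19 (adjusted p = 0.012). The probes of fructokinase-2 and aldolase have several targets. Oxoglutarate dehydrogenase (#7) was below the negative controls on every array. Fe-citrate minus Fe-PS gave −0.17, −0.23 and −0.25, with 95% intervals between −0.68 and 0.22. As a list the 3 had camera adjusted p = 8.57e-05 and 6.38e-05 against Fe-WEHS (adjusted p = 0.0537 with an estimated correlation in both), but the paper chose them on these arrays and they are not independent evidence. The Fe-PS calls were lost with median scaling (−0.72, −0.86 and −0.92) and without Fe-PS replicate 1 (−1.01, −1.05 and −1.12), and that of aldolase also without Fe-WEHS replicate 2 (−1.19). Median scaling ended the Fe-citrate call of fructokinase-2 (−0.82).

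**Figure D2:**
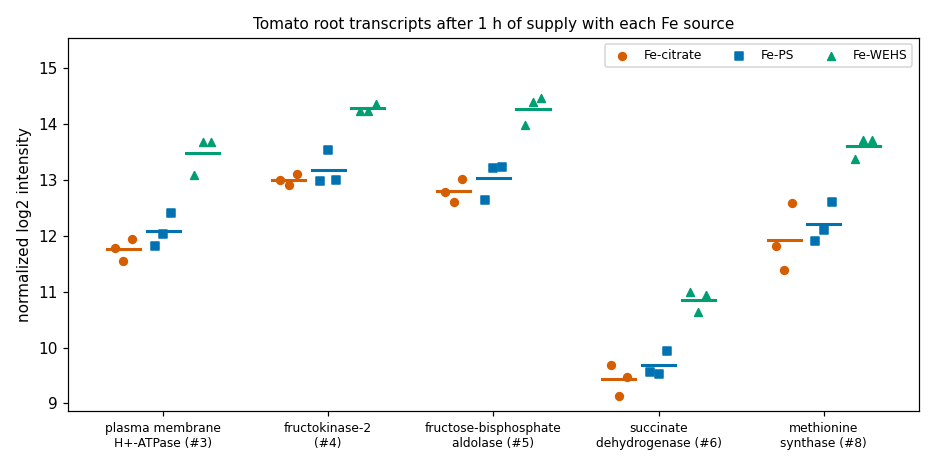
Normalized log2 intensity of 5 transcripts on each of the 9 arrays. Circles are Fe-citrate, squares Fe-PS and triangles Fe-WEHS arrays, and short lines are means of 3 arrays. For the plasma membrane H+-ATPase (#3), fructokinase-2 (#4), fructose-bisphosphate aldolase (#5), succinate dehydrogenase (#6) and methionine synthase (#8), every Fe-WEHS point lies above every Fe-citrate and Fe-PS point.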

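Methionine synthase (#8, TC200117), which makes methionine from homocysteine, was lower under Fe-citrate (log2 fold change −1.67 ± 0.28, limma adjusted p = 0.00719) and under Fe-PS (−1.39 ± 0.28, adjusted p = 0.0213) than under Fe-WEHS. Fe-citrate and Fe-PS differed by −0.28 ± 0.28, with a 95% interval of −0.89 to 0.34. The S-adenosylmethionine-dependent methyltransferase transcripts (#9, TC211903 and #10, TC212657), of enzymes that pass on methyl groups, were below the negative controls on all 9 arrays and have no fold here. The Fe-PS call of methionine synthase was lost with median scaling (−0.99) and without any of Fe-WEHS replicates 2 and 3 and Fe-PS replicates 1 and 2 (−1.24 to −1.35).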

As far as methionine metabolism and cycle is concerned a methionine synthase (MS; #8) and two S-adenosylmethionine-dependent methyltransferase (SAMT) transcripts (#9 and #10) were repressed (Table 2). Furthermore, transcripts involved in protein turnover such as proteases and peptidases (Additional file 3: Table S4) were mainly negatively affected suggesting the readjusting of the protein metabolism related to the anaplerotic functions. 

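Among the transcripts of Table S4 whose description names the proteasome or ubiquitin, 10 of 15 were tested, and against Fe-WEHS 2 were lower and 1 higher under Fe-citrate and 1 was lower under Fe-PS. The 26S proteasome regulatory subunit 8 (TC194026), part of the complex that unfolds proteins for degradation, had a log2 fold change of −1.42 under Fe-citrate (adjusted p = 0.0273) and −1.59 under Fe-PS (adjusted p = 0.0283). The 26S proteasome subunit S9 (TC198697) fell by 1.12 on the log2 scale under Fe-citrate (adjusted p = 0.0064), and a ubiquitin ligase transcript (TC195826) was higher there (1.18, adjusted p = 0.0082). The list medians were −0.93 for Fe-citrate and −0.55 for Fe-PS, with camera adjusted p = 0.00253 and 0.00446 (adjusted p = 0.068 and 0.0721 with an estimated correlation; 0.222 and 0.307 without the filter on dim probes). The members come from the paper's own table and are not independent evidence of direction. The calls of subunit 8 were lost in 6 of 23 alternatives under Fe-citrate and 8 of 23 under Fe-PS, among them without any 1 of Fe-WEHS replicates 1 to 3 under both sources, without Fe-citrate replicates 2 or 3 under Fe-citrate (−1.10 to −1.52) and without Fe-PS replicates 1 or 3 under Fe-PS (−1.39 to −1.69), and the S9 call without Fe-citrate replicate 2 (−0.98) and with median scaling (−0.88).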

The synthesis and transport of phenolic secondary metabolites appear to be negatively affected as highlighted by the downregulation of transcripts encoding a phenylalanine ammonia-lyase (PAL, #11) and an ATP-binding cassette (ABC) transporter [43] (#12, Table 2). 

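Phenylalanine ammonia-lyase (#11, TC201480), the entry enzyme of phenylpropanoid synthesis, was below its Fe-WEHS level under both other sources without reaching a 2-fold difference. Its log2 fold change was −0.79 ± 0.22 under Fe-citrate (limma, adjusted p = 0.0413) and −0.93 ± 0.22 under Fe-PS (adjusted p = 0.0362), and 0.14 between Fe-citrate and Fe-PS. It was past the 2-fold threshold under Fe-PS with array weights (−1.07) and without Fe-WEHS replicate 1 (−1.12). The ABC transporter transcript (#12, TC207536), of a pump for secondary metabolites, was below the negative controls on every array, and no fold is given for it.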

A similar behaviour was observed for transcripts involved in the synthesis of cell wall components (cellulose synthases, CES, #13, #14 and #15 and UDP-apiose/xylose synthase, AXS, #16) while cell wall loosening and modification appeared to be positively influenced by the presence of the micronutrient as highlighted by the upregulation of transcripts encoding an expansin (*LeExp1*, #17, Table 2) and a glucan endo-1,3-beta-glucosidase (#18, Table 2) [44–47]. 

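The 4 transcripts of cell wall synthesis were lower under Fe-citrate than under Fe-WEHS, and the 3 cellulose synthases among them were lower under Fe-PS as well. Cellulose synthase #13 (TC192092), of the enzyme complex that spins cellulose at the plasma membrane, had a log2 fold change of −1.17 ± 0.16 under Fe-citrate (adjusted p = 0.00391) and −1.33 ± 0.16 under Fe-PS (adjusted p = 0.00483). Cellulose synthase #15 (TC214973) had −1.18 ± 0.18 (adjusted p = 0.00546) and −1.16 ± 0.18 (adjusted p = 0.0111). Cellulose synthase #14 (TC192418) was below the negative controls on every Fe-citrate and Fe-PS array and above them on all 3 Fe-WEHS arrays, which makes it at least 1.53-fold and at least 1.51-fold lower (adjusted p = 0.0066 and 0.0148). UDP-apiose/xylose synthase (#16, TC204385, a probe with several targets), which supplies sugars for pectin, had −1.18 ± 0.23 under Fe-citrate (adjusted p = 0.0114) and −0.73 ± 0.23 under Fe-PS (adjusted p = 0.078). Expansin 1 (#17, TC192860), which loosens cell walls, and glucan endo-1,3-beta-glucosidase (#18, TC198812) exceeded the negative controls on 0 of 3 Fe-WEHS arrays and on 1 or 2 of 3 arrays of each other source, and without the filter on dim probes both were called higher under Fe-citrate (adjusted p = 0.00345 and 0.00542) and under Fe-PS (adjusted p = 0.00533 and 0.0052). As a list the 4 synthesis transcripts had camera adjusted p = 3.99e-05 for Fe-citrate and 1.72e-05 for Fe-PS against Fe-WEHS (adjusted p = 0.0537 with an estimated correlation in both). The paper chose them from these arrays, so they are not independent evidence, and the Fe-WEHS arrays also had the brightest negative controls. Median scaling ended the Fe-citrate calls of #13 (−0.79), #15 (−0.88) and #16 (−0.96) and the Fe-PS call of #15 (−0.91), which was also lost without Fe-PS replicate 2 (−0.99). The call of #14 was lost without Fe-citrate replicate 2 (−0.99), and under Fe-PS without Fe-WEHS replicate 3 (−0.92), without Fe-PS replicate 1 (−1.10), with cyclic loess and with array weights (both −0.99), each a fitted log2 fold change.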

Concerning the role of Ca^2+^ as secondary messenger during Fe shortage, the negative modulation of signal transduction machinery genes (Rho GTPase-activating protein 1, #19; ATP/GTP/Ca^++^ binding protein, #20; mitochondrial Rho GTPase calcineurin B-like (CBL)-interacting protein kinase 1, #21; Protein IQ-DOMAIN 14, #22; Ras-related GTP binding protein, #23 and #24) is in agreement with the adjustment due to the restored nutrient conditions (Table 2).

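Of the 6 transcripts of Ca2+ and small GTPase signalling, 4 were tested. All 4 were below their Fe-WEHS levels under Fe-citrate and Fe-PS without overlap between arrays, 2 of them by more than 2-fold under Fe-citrate. Over all 12395 tested transcripts, arrays did not overlap, in either direction, for 33.8% under Fe-citrate and 33.5% under Fe-PS. A RAS superfamily GTP-binding protein (#24, TC207137), a molecular switch of signalling and membrane traffic, had a log2 fold change of −1.10 ± 0.19 under Fe-citrate (adjusted p = 0.0072) and −0.84 ± 0.19 under Fe-PS (adjusted p = 0.0284). The calmodulin-binding IQ-domain 14 protein (#22, TC212764, several targets) had −1.01 ± 0.20 (adjusted p = 0.013) and −0.86 ± 0.20 (adjusted p = 0.0333). An ATP/GTP/Ca2+ binding protein (#20, TC196357) had −0.95 and −0.86, and a Ras-related GTP binding protein (#23, TC197849, several targets) −0.91 and −0.96. CBL-interacting protein kinase 1 (#21) was below the negative controls on every array. The 4 tested transcripts gave camera adjusted p = 0.000226 for Fe-citrate and 0.000156 for Fe-PS (adjusted p = 0.0537 with an estimated correlation in both), but the paper picked them on these arrays and they are not independent evidence. The call of #22 was lost in 9 of 23 alternatives, among them without Fe-WEHS replicate 1 (−0.92), Fe-WEHS replicate 3 (−0.96), Fe-citrate replicate 1 (−0.94) or Fe-citrate replicate 2 (−0.89) and with median scaling (−0.55), that of #24 without Fe-WEHS replicate 3 (−0.98) and with median scaling (−0.81), and #20 became lower by 2-fold or more without Fe-WEHS replicate 1, Fe-citrate replicate 1 or Fe-citrate replicate 3 (−1.05, −1.02 and −1.12).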

Together with the general behaviour described above suggesting the readjustment of metabolic pathways linked to Fe shortage to an adequate nutritional condition, our analysis revealed that other mechanisms are involved in this response.

It is known that the alternative pathway of pyruvate synthesis independent of pyruvate kinase (PK), which is involved in the supply of low-molecular weight organic acid to TCA cycle, is induced under Fe-deficiency [48]; this behaviour would allow to supply reducing power in plants where the functionality of the mitochondrial respiratory chain is limited [49, 50]. A malic enzyme (ME) transcript (#25, Table 2) was repressed in response to Fe supply, hence decreasing the substrate provision to the alternative metabolic cycle. Furthermore, the overexpression of the subunit I of the NADH:ubiquinone oxidoreductase transcript (NADH_UbQ_OxRdtase; #26, Table 2) suggests that Fe supply could restore the respiration chain activity. 

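The malic enzyme transcript (TC196878), whose enzyme makes pyruvate from malate, was lower under Fe-citrate (log2 fold change −1.12 ± 0.20, limma adjusted p = 0.00903) and under Fe-PS (−1.06 ± 0.20, adjusted p = 0.0174) than under Fe-WEHS. Fe-citrate and Fe-PS differed by −0.06 ± 0.20, with a 95% interval of −0.50 to 0.38 that excludes a 2-fold difference. Median scaling ended both calls (−0.60 and −0.65), leaving out Fe-citrate replicate 3 ended the first (−0.98), and leaving out any of Fe-WEHS replicates 2 and 3 and Fe-PS replicates 1 and 3 ended the second (−0.88 to −1.16), as did array weights (−0.90).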

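The transcript of the NADH:ubiquinone oxidoreductase subunit (TC191720), part of complex I of the respiratory chain, exceeded the negative controls on 2 of 3 Fe-citrate arrays, 2 of 3 Fe-PS arrays and 0 of 3 Fe-WEHS arrays. It was at least 1.27-fold higher under Fe-citrate and at least 1.21-fold higher under Fe-PS than under Fe-WEHS. It did not pass the filter on dim probes, and without that filter limma did not call it.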

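Glutamate dehydrogenase (TC210154, a probe with several targets), which feeds oxoglutarate from glutamate into the TCA cycle, was lower under Fe-citrate than under Fe-WEHS, with a log2 fold change of −1.33 ± 0.19 (limma, adjusted p = 0.00396). Under Fe-PS it was −0.94 ± 0.19 (adjusted p = 0.021), just short of 2-fold, and it was past 2-fold without Fe-PS replicate 3 (−1.05). The difference between Fe-citrate and Fe-PS was −0.38, with a 95% interval of −0.79 to 0.03. Median scaling ended the Fe-citrate call (−0.81).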

The repression of a transcript encoding a glutamate dehydrogenase (GDH; #27, Table 2) related to anaplerotic reaction of TCA [51] reinforces the hypothesis of a possible back regulation of TCA cycle during the supply.

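Of 16 Table S4 transcripts described as heat shock proteins or chaperones, which fold and refold proteins, 10 were tested, and against Fe-WEHS 3 were lower and 2 higher under Fe-citrate and 2 were lower and 1 higher under Fe-PS. Heat shock protein 70-3 (TC205684) had a log2 fold change of −1.39 under Fe-citrate (adjusted p = 0.00902) and −1.18 under Fe-PS (adjusted p = 0.025), and heat shock cognate protein 80 (TC216938, several targets) −1.20 (adjusted p = 0.0143) and −1.16 (adjusted p = 0.0258). A second heat shock protein 70-3 transcript (TC202651, several targets) was also lower under Fe-citrate (−1.44). The list medians were −0.85 and −0.63, with camera adjusted p = 0.00172 and 0.000878 (adjusted p = 0.0721 and 0.068 with an estimated correlation, and 0.0611 and 0.0678 without the filter on dim probes). The list comes from the paper's table and is not independent evidence. The Fe-WEHS arrays, to which these transcripts were compared, also had the lowest plant signal relative to negative controls. The Fe-PS calls of TC205684 and TC216938 were lost without any 1 of Fe-WEHS replicates 1 to 3 or Fe-PS replicate 1 (−1.03 to −1.26) and without Fe-PS replicate 2 (−1.09) or 3 (−1.00) respectively, and the Fe-citrate calls of TC216938 and TC202651 without Fe-WEHS replicate 3 or Fe-citrate replicate 2 (−1.07 and −1.08, −1.28 and −1.33). Median scaling ended the calls of TC205684 and TC216938 under both sources (−0.81 to −0.97).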

Focusing on the transcript involved in molecular processes leading to protein synthesis (*i.e.* translation GO:000641), protein folding (GO:0006457) and protein modification (*i.e.* protein phosphorylation GO:0006468, protein dephosphorylation GO:0006470; protein glycosylation GO:0006486) we observed a downregulation rather than an upregulation (Table 4). This suggests that the new protein synthesis and/or protein modification [52] necessary to respond to the micronutrient depletion are not required in the new restored nutrient condition. We also recorded a downregulation of transcripts involved in DNA and RNA metabolic processes (*i.e.* DNA topological changes GO:0006265; DNA replication initiation GO:0006270; DNA repair GO:0006281; transcription, DNA-templated GO:0006351; regulation of transcription, DNA-templated GO:0006355; RNA splicing GO:0008380) that could be in line with the decrease in protein synthesis. Despite that, other transcripts encoding transcription factors (regulation of transcription, DNA-templated GO:0006355) were upregulated by the treatment with Fe-citrate and Fe-PS (Table 4). Among these transcripts, one encodes for a bHLH (#28) and the other one for a R2R3-MYB transcript (#1). 

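The bHLH transcript (#28, TC192029), of a DNA-binding family that includes the regulators of Fe uptake in dicots, was above its Fe-WEHS level under both other sources, by less than 2-fold. Its log2 fold change was 0.57 ± 0.16 under Fe-citrate (limma, adjusted p = 0.0397) and 0.68 ± 0.16 under Fe-PS (adjusted p = 0.033). Fe-citrate and Fe-PS differed by −0.11, with a 95% interval of −0.46 to 0.24.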

Interestingly this latter transcript is induced by all three Fe-sources (Table 2).

### Transcript specifically affected by Fe-citrate supply

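Of the transcripts that the paper assigns to Fe-citrate alone (Additional file 3: Table S4), a minority passed the threshold between Fe-citrate and Fe-WEHS. Of the 143 tested transcripts assigned as repressed, 52 were lower under Fe-citrate (54 adjusted over the list alone) and 8 were lower under Fe-PS (10 adjusted over the list alone), with median log2 fold changes of −0.94 and −0.64. Of the 147 assigned as induced, 30 were higher under Fe-citrate (46 adjusted over the list alone) and 7 under Fe-PS (7 adjusted over the list alone), with medians of 0.87 and 0.09. Among them a vesicle-associated membrane protein of membrane fusion (TC200775; −1.19, adjusted p = 0.0072 and −1.14, adjusted p = 0.0145) and the N-ethylmaleimide sensitive fusion protein of the same process (TC194083; −1.43, adjusted p = 0.00546 and −1.07, adjusted p = 0.0248) fell under Fe-citrate and Fe-PS, and a putative sugar transporter (TC210042), below the negative controls on every Fe-WEHS array, was at least 1.57-fold and at least 1.41-fold higher (adjusted p = 0.0186 and 0.0405). camera gave adjusted p = 1.98e-51 and 3.71e-36 for the repressed list (adjusted p = 0.0131 and 0.0204 with an estimated correlation) and adjusted p = 4.05e-25 and 0.115 for the induced list (adjusted p = 0.105 and 0.764 with an estimated correlation). The paper drew both lists from the same Fe-citrate arrays, so their counts are not independent evidence. Without Fe-WEHS replicate 1 the median of the induced list under Fe-PS was −0.21. Of the Fe-PS calls, that of TC200775 was lost in 6 of 24 alternatives, among them leaving out Fe-WEHS replicates 2 or 3 or Fe-PS replicate 1 (−0.96 to −1.11), that of TC194083 in 7 of 24, among them leaving out Fe-WEHS replicates 1 or 2 or Fe-PS replicates 1 or 2 (−0.85 to −1.09), and that of the transporter in 9 of 23, among them leaving out Fe-WEHS replicates 2 or 3, Fe-citrate replicate 2 or Fe-PS replicates 1 or 2 (fitted 0.93 to 1.39). Under Fe-citrate median scaling ended the calls of both fusion proteins (−0.89 and −0.91), and leaving out Fe-WEHS replicate 2 or Fe-citrate replicate 2 that of the transporter (fitted 1.08 and 1.31).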

Among the 439 transcripts modulated exclusively by the Fe-citrate treatment, 233 were downregulated and 206 upregulated. Twenty-four downregulated and 26 upregulated transcripts did not show any sequence homology with known proteins (“no hits found”). The distribution analysis of the main functional categories of transcripts with homology to known proteins showed that the more abundant “biological process”, “cellular process” and “metabolic process” were similarly represented both for downregulated and upregulated set of transcripts (Table 5). “Cellular component organization biogenesis”, “biosynthetic process” and “nucleobase, nucleoside, nucleotide and nucleic acid metabolic process” functional categories were more represented in the downregulated transcript dataset while “signal transduction” in the upregulated transcript dataset (Table 5).

**Table 5:** Distribution in main functional categories of transcripts specifically affected by Fe-citrate supply

Upregulated				Downregulated			
GO Class ID	Definitions	Counts	Fractions	GO Class ID	Definitions	Counts	Fractions
GO:0008150	biological_process	59	29.35 %	GO:0008150	biological_process	93	28.53 %
GO:0009987	cellular process	38	18.91 %	GO:0009987	cellular process	59	18.10 %
GO:0008152	metabolic process	31	15.42 %	GO:0008152	metabolic process	48	14.72 %
GO:0019538	protein metabolic process	9	4.48 %	GO:0016043	cellular component organization and biogenesis	17	5.21 %
GO:0006950	response to stress	7	3.48 %	GO:0009058	biosynthetic process	17	5.21 %
GO:0006810	transport	7	3.48 %	GO:0019538	protein metabolic process	15	4.60 %
GO:0009058	biosynthetic process	6	2.99 %	GO:0006810	transport	12	3.68 %
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	6	2.99 %	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	12	3.68 %
GO:0016043	cellular component organization and biogenesis	5	2.49 %	GO:0009056	catabolic process	9	2.76 %
GO:0007165	signal transduction	4	1.99 %	GO:0006950	response to stress	5	1.53 %
GO:0007154	cell communication	4	1.99 %	GO:0005975	carbohydrate metabolic process	4	1.23 %
GO:0009056	catabolic process	4	1.99 %	GO:0007154	cell communication	4	1.23 %
GO:0009719	response to endogenous stimulus	3	1.49 %	GO:0006464	protein modification process	4	1.23 %
GO:0006464	protein modification process	3	1.49 %	GO:0006412	translation	4	1.23 %
GO:0009628	response to abiotic stimulus	2	1.00 %	GO:0007165	signal transduction	3	0.92 %
GO:0005975	carbohydrate metabolic process	2	1.00 %	GO:0006091	generation of precursor metabolites and energy	3	0.92 %
GO:0015979	photosynthesis	2	1.00 %	GO:0015979	photosynthesis	3	0.92 %
GO:0006629	lipid metabolic process	2	1.00 %	GO:0006259	DNA metabolic process	2	0.61 %
GO:0016265	death	1	0.50 %	GO:0009719	response to endogenous stimulus	2	0.61 %
GO:0006259	DNA metabolic process	1	0.50 %	GO:0006629	lipid metabolic process	2	0.61 %
GO:0019725	cell homeostasis	1	0.50 %	GO:0000003	reproduction	1	0.31 %
GO:0006091	generation of precursor metabolites and energy	1	0.50 %	GO:0009628	response to abiotic stimulus	1	0.31 %
GO:0008219	cell death	1	0.50 %	GO:0009875	pollen-pistil interaction	1	0.31 %
GO:0006412	translation	1	0.50 %	GO:0019725	cell homeostasis	1	0.31 %
GO:0007049	cell cycle	1	0.50 %	GO:0009856	pollination	1	0.31 %
Total		201	100.00 %	GO:0009653	anatomical structure morphogenesis	1	0.31 %
				GO:0007275	multicellular organismal development	1	0.31 %
				GO:0019748	secondary metabolic process	1	0.31 %
				Total		326	100.00 %

The distribution in main functional categories on the basis of “biological process” terms was performed using CateGOrizer [79] setting Plant GO slim method and consolidated single occurrences. The analysis was performed using the GO terms of the 180 and 209 transcripts positively and negatively affected respectively in response to Fe citrate and showing homology to “known protein”

The analysis of downregulated transcripts showed that in addition to those involved in carbohydrate metabolism and TCA cycle above discussed, other genes related to glycolysis (*i.e.* triose-phosphate isomerase, TIM, #29) and pentose phosphate pathway (*i.e.* 6-phosphogluconate dehydrogenase, PGD, #30) were negatively affected (Table 2). 

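Triosephosphate isomerase (#29, TC208592), which interconverts the glycolytic triose phosphates, was lower under Fe-citrate (log2 fold change −1.27 ± 0.20, adjusted p = 0.00546) and under Fe-PS (−1.03 ± 0.20, adjusted p = 0.0204) than under Fe-WEHS. 6-Phosphogluconate dehydrogenase (#30, TC194624), of the pentose phosphate pathway, had −0.67 ± 0.16 (adjusted p = 0.0234) and −0.51 ± 0.16 (adjusted p = 0.0738). In the direct comparison of Fe-citrate with Fe-PS the differences were −0.25 (95% interval −0.69 to 0.20) and −0.16 (95% interval −0.50 to 0.19). The Fe-PS call of triosephosphate isomerase was lost in 8 of 24 alternatives, among them without Fe-WEHS replicate 2 (−0.95), Fe-PS replicate 1 (−0.96) or Fe-PS replicate 2 (−0.92) and with median scaling (−0.73) or cyclic loess (−0.98), and the Fe-citrate call with median scaling (−0.93).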

A similar behaviour was observed for transcripts of the TCA cycles (pyruvate dehydrogenase E1 beta subunit transcript, PDC, #31; citrate synthase, CS, #32) and of the alternative pathway via PEPC (*i.e.* a transcript encoding PEPC, #33) (Table 2). 

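Phosphoenolpyruvate carboxylase (#33, TC212309), which refills the TCA cycle with oxaloacetate, was the one transcript of this group above the negative controls. Against Fe-WEHS its log2 fold change was −0.74 ± 0.19 under Fe-citrate (limma, adjusted p = 0.0312), and under Fe-PS, where it was below the negative controls on every array, it was at least 1.47-fold lower (adjusted p = 0.0422). The pyruvate dehydrogenase E1 beta subunit (#31, TC199057) and citrate synthase (#32, TC201985) were below the negative controls on all 9 arrays, so no fold is given.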

Two NADH dehydrogenase (NDH) transcripts (#34 and #35) and another one showing homology to the tobacco prohibitin 2 (NbPHB2, #36), which is involved in stress tolerance stabilizing the mitochondrial function [53], were found to be repressed by Fe-citrate treatment. This might be explained as a specific regulation of TCA cycle and mitochondrial activity when Fe is supplied as Fe-citrate, bearing in mind that this organic acid might be absorbed by roots [54].

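The NADH dehydrogenase transcripts, of enzymes that pass electrons from NADH into the respiratory chain, were lower under Fe-citrate than under Fe-WEHS, and prohibitin 2, a scaffold of the inner mitochondrial membrane, was just short of a 2-fold difference. NADH dehydrogenase #34 (TC193693) had a log2 fold change of −1.06 ± 0.21 (adjusted p = 0.0115), #35 (TC195215, several targets) −1.09 ± 0.19 (adjusted p = 0.00823) and prohibitin 2 (#36, TC193283) −0.99 ± 0.17 (adjusted p = 0.00808). Under Fe-PS the same transcripts had −0.58, −0.60 and −0.54, with adjusted p of 0.109, 0.079 and 0.0797. Compared directly, Fe-citrate lay below Fe-PS by 0.48, 0.49 and 0.45 on the log2 scale, with 95% intervals between −0.93 and −0.03, and none of these differences passed adjustment over all transcripts. As a list the 3 had camera adjusted p = 0.000537 for Fe-citrate against Fe-WEHS and 0.000178 for Fe-citrate against Fe-PS (adjusted p = 0.117 and 0.0956 with an estimated correlation), for a list that the paper chose on these arrays and that is not independent evidence. Calls of #34 and #35 were lost in 6 of 24 and 2 of 23 alternatives, among them median scaling (−0.60 and −0.81), that of #34 also without Fe-citrate replicate 3 (−0.95) and with array weights (−0.94), and prohibitin 2 was past 2-fold without Fe-WEHS replicates 2 or 3 or Fe-citrate replicates 1 or 2 (−1.01, −1.03, −1.07 and −1.04).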

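Ribosomal protein transcripts of Table S4, which encode the structural proteins of the translation machinery, were lower under Fe-citrate than under Fe-WEHS for 7 of the 8 tested (of 9), and under Fe-PS for 1. The large subunit protein L1 (TC197257) had a log2 fold change of −1.25 under Fe-citrate (adjusted p = 0.00359) and −1.03 under Fe-PS (adjusted p = 0.0127), and L24 (TC197393) −1.22 (adjusted p = 0.00277) and −0.94 (adjusted p = 0.0107). A ribosomal protein S6-like transcript (TC194297, several targets) and L19 (TC192484) fell under Fe-citrate by 1.29 and 1.24 on the log2 scale (adjusted p = 0.0123 and 0.0164). List medians were −1.20 for Fe-citrate and −0.75 for Fe-PS against Fe-WEHS and −0.40 between Fe-citrate and Fe-PS, with camera adjusted p = 3.07e-09, 3.05e-07 and 9.77e-07 (adjusted p = 0.068, 0.0784 and 0.0838 with an estimated correlation). Since the members were taken from the paper's table, this is not independent evidence of direction, and the Fe-WEHS arrays were also those with the least plant signal over negative controls. The Fe-PS call of L1 was lost in 5 of 24 alternatives, among them without Fe-WEHS replicate 1 (−0.97), Fe-WEHS replicate 2 (−1.02) or Fe-PS replicate 1 (−0.97) and with median scaling (−0.63). Under Fe-citrate median scaling ended the calls of L1 (−0.74), L24 (−0.73), the S6-like transcript (−0.77) and L19 (−0.72), and L19 was also lost with 3 other alternatives, among them without Fe-WEHS replicate 1 (−1.12) or Fe-citrate replicate 3 (−0.91).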

Other processes related to protein synthesis (“translation”, “translational initiation” and “protein folding”; Table 5) and protein catabolism were mainly repressed (downregulated) in response to Fe-citrate treatment. On the other hand, in the same treatment the functional categories of protein modification processes (e.g. phosphorylation and proteolysis) were similarly represented both for downregulated and upregulated sets of transcripts (Table 5).

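Nitrite reductase (TC212977), the plastid enzyme that reduces nitrite to ammonium, exceeded the negative controls on 1 of 3 Fe-citrate arrays and on no Fe-PS or Fe-WEHS array, so it was not tested and has no fold here. Without the filter on dim probes limma called it higher under Fe-citrate than under Fe-WEHS (adjusted p = 0.014), and not under Fe-PS (adjusted p = 0.0567). For Fe-citrate against Fe-PS that fit gave an adjusted p of 1.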

The supply with Fe-citrate caused the upregulation of a transcript encoding the Fe-containing enzyme nitrite reductase (NiR, #37, Table 2). This evidence might indicate the restoration of nitrate assimilation, which is known to be altered in Fe-deficient conditions [55]. Besides those involved in protein turnover (see above), other genes putatively related to N recycling were found to be downregulated, such as plastid GS (#38) and ferredoxin-dependent glutamate synthase 1 (GLU, #39).

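Plastid glutamine synthetase (#38, TC196100), which binds ammonium into glutamine, was lower under Fe-citrate than under Fe-WEHS, with a log2 fold change of −1.04 ± 0.18 (limma, adjusted p = 0.00855). Under Fe-PS the value was −0.55 ± 0.18 (adjusted p = 0.0907), and Fe-citrate differed from Fe-PS by −0.48, with a 95% interval of −0.89 to −0.08 that did not pass adjustment over all transcripts. Ferredoxin-dependent glutamate synthase 1 (#39, TC211800) was below the negative controls on every array. The call was lost without Fe-WEHS replicate 3 (−0.95), with median scaling (−0.59) and with no background correction (−0.98).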

In addition, Fe-citrate caused the modulation in either directions of transcripts involved in the cell wall metabolism (*i.e.* extensin, EXT, #40, #41, #42 and #43; pectinesterase, PE, #44 and #45), in oxidative stress (#46, #47, #48, #49, #50 and #51) and encoding heat-shock proteins (#52, #53, #54, #55, #56 and #57) (Table 2). These results suggest that the modulation of these processes might be related on one side to the changing of Fe nutritional status, and on the other side to the presence of citrate.

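The extensins, structural glycoproteins of the cell wall, went both ways against Fe-WEHS. Extensin-like transcripts #41 (TC203111, several targets; log2 fold change −1.26 ± 0.15, adjusted p = 0.00277) and #42 (TC204863; −1.44 ± 0.27, adjusted p = 0.0108) were lower under Fe-citrate, and extensin class 1 (#43, TC216971), below the negative controls on every Fe-WEHS array, was at least 1.83-fold higher (adjusted p = 0.0158). Extensin #42 was lower under Fe-PS too (−1.20, adjusted p = 0.0313), and #40 (TC197827) exceeded the negative controls on 2 Fe-WEHS arrays alone. Pectinesterases, which demethylate pectin, had 0.79 (#44, TC196973, several targets; adjusted p = 0.0194) and −0.79 (#45, TC210207; adjusted p = 0.0235) under Fe-citrate. For oxidative stress, 4 of 6 transcripts were tested and limma called 0 in either comparison with Fe-WEHS, the largest in size under Fe-citrate being a peroxidase (#50, TC197773; 0.78, adjusted p = 0.0481) and a glutathione S-transferase (#48, TC207401; 0.76, adjusted p = 0.0907), which was past the threshold without Fe-WEHS replicate 2 (1.12) and with median scaling (1.17). Of the heat shock group, a class I small heat shock protein (#52, TC192043, several targets), below the negative controls on every Fe-WEHS array, was at least 1.32-fold higher under Fe-citrate (adjusted p = 0.0118) and at least 1.18-fold higher under Fe-PS (adjusted p = 0.0302), and a DnaJ chaperone (#55, TC207719) was higher under Fe-citrate (1.01 ± 0.25, adjusted p = 0.0265). An Hsp90 co-chaperone (#54, TC197122) and an Hsp70-interacting protein (#57, TC214617) had −0.91 and −0.96 under Fe-citrate, and the latter passed 2-fold without Fe-WEHS replicate 1 (−1.07). camera gave adjusted p = 0.312, 0.861 and 0.856 for these 3 groups under Fe-citrate against Fe-WEHS, and the heat shock group's median of 0.05 and its test differed in sign. Under Fe-PS the calls of #42 and #52 were lost in 7 of 24 and 9 of 22 alternatives, among them without any 1 of several arrays (Fe-WEHS replicates 1 and 2 and Fe-PS replicates 1 to 3 for both, and Fe-WEHS replicate 3 for #52, at fitted log2 fold changes of −0.91 to −1.31 and 0.95 to 1.11). Under Fe-citrate #43 was lost without Fe-WEHS replicate 3 or Fe-citrate replicate 2 (fitted 1.15 and 1.24), #52 without Fe-citrate replicate 1 (fitted 0.92), #55 in 7 of 23 alternatives, among them without Fe-WEHS replicates 1 or 3 or Fe-citrate replicate 2 (0.85, 1.01 and 0.77), and #41 with median scaling (−0.73).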

Interestingly, many transcripts involved in the regulation of plant defence response such as *Avr*/*Cf-9* rapidly elicited (ACRE) genes (#58, #59, #60, #61, #62, #63, #64 and #65) and those encoding WRKYs (#66, #67, #68, #69 and #70) were induced by the Fe-citrate supply (Table 2). 

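The Avr9/Cf-9 rapidly elicited (ACRE) transcripts, first known as early defence genes, and the WRKY transcription factors of defence had high values under Fe-citrate, and their values under Fe-WEHS varied widely between arrays. Of 8 ACRE transcripts 3 were higher under Fe-citrate than under Fe-WEHS (4 adjusted over the list alone), namely #64 (TC207986; log2 fold change 2.01 ± 0.55, adjusted p = 0.0373), #65 (TC208735; 1.82 ± 0.47, adjusted p = 0.0319) and #63 (TC204489, several targets; 1.41 ± 0.34, adjusted p = 0.0256). Against Fe-PS the ACRE median was 1.25, with 2.20 for #64 (95% interval 1.00 to 3.40, adjusted p = 0.786) and 1.73 for #65 (adjusted p = 0.846), and limma called 0 of 8 over all transcripts and 6 adjusted over the list alone. Array weights called #59, #61, #64 and #65, the fit of those 6 arrays alone #59 and #64, and the fit without Fe-WEHS replicate 2 #64. For 4 of 5 WRKY transcripts the medians were 0.94 against Fe-WEHS (0 called, 1 adjusted over the list alone) and 1.09 against Fe-PS (0 called, 3 adjusted over the list alone), with the largest for WRKY transcription factor 1 (#68, TC205993; 1.14 ± 0.48, adjusted p = 0.13 and 1.67, adjusted p = 0.865), which was called against Fe-PS with array weights (1.54) and in the fit of those 6 arrays alone (adjusted p = 0.0417). Under Fe-PS against Fe-WEHS the medians were −0.07 and −0.14, with 0 transcripts called. For #64 the intensity was 13.74 ± 0.39 (SD, n = 3) under Fe-citrate, 11.54 ± 0.45 (SD, n = 3) under Fe-PS and 11.74 ± 1.45 (SD, n = 3) under Fe-WEHS. camera gave adjusted p = 3.56e-12 (ACRE) and 2.66e-07 (WRKY) between Fe-citrate and Fe-PS (adjusted p = 0.0855 with an estimated correlation for both) and 0.00134 and 0.0478 against Fe-WEHS (adjusted p = 0.379 and 0.433 with an estimated correlation). These transcripts were chosen by the paper on the same Fe-citrate and Fe-PS arrays and are not independent evidence. The calls of #63, #64 and #65 were each lost in 6 or 7 of 22 to 24 alternatives, among them without Fe-WEHS replicate 1, Fe-WEHS replicate 3, Fe-citrate replicate 1 or Fe-citrate replicate 2 (1.03 to 2.04), those of #64 and #65 also without Fe-PS replicate 1, and all 3 in the fit of the 6 arrays compared. In turn #59 and #60 were called higher without Fe-WEHS replicate 2 (fitted 2.75 and 1.30) and #62 without Fe-citrate replicate 3 (1.20). The value of #59 is not a fold above the negative controls, since it read 8.51 and 8.88 on Fe-WEHS replicates 1 and 3, no higher than those controls. Without Fe-WEHS replicate 2 the ACRE median under Fe-PS against Fe-WEHS was 0.55, and the WRKY list of Table 2 lost its call between Fe-citrate and Fe-WEHS in 11 of 24 alternatives, among them without Fe-WEHS replicate 1 (0.47), Fe-citrate replicate 1 (0.67), Fe-citrate replicate 2 (1.02) or Fe-PS replicate 2.

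**Figure D3:**
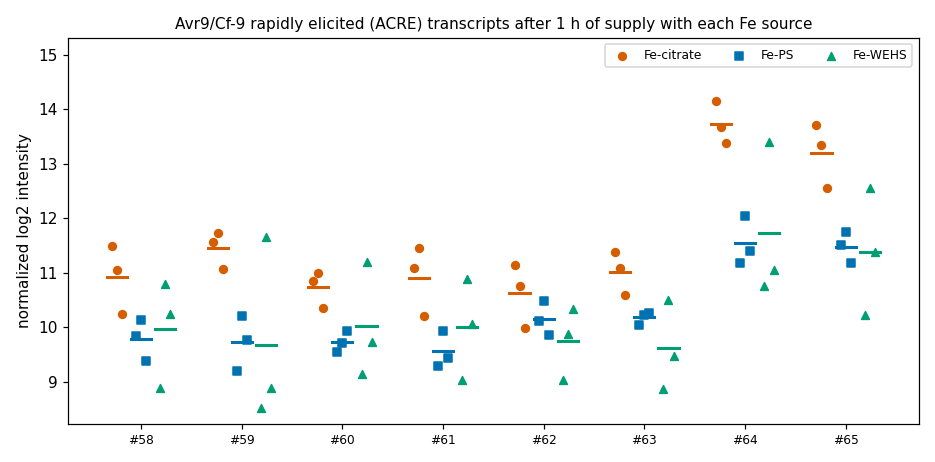
Normalized log2 intensity of the 8 ACRE transcripts (#58 to #65) on each of the 9 arrays. Circles are Fe-citrate, squares Fe-PS and triangles Fe-WEHS arrays, and short lines are means of 3 arrays. The Fe-WEHS points of one transcript spread further than the others, as for #64 with an SD of 1.45 against 0.39 under Fe-citrate.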

The activity of these transcripts could be related to the avoidance of Fe toxicity. The involvement of ACRE genes in the response to Al-toxicity in rice roots [56] and the role of a WRKY rice protein in response to excess of Fe [57] has been reported. 

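The GRAS transcription factors, which act in root growth, gibberellin signalling and stress responses, had a median log2 difference of 0.60 between Fe-citrate and Fe-PS and of 0.62 between Fe-citrate and Fe-WEHS over the 7 transcripts of Table 2. The GRAS4 transcript #76 (TC208078) was higher under Fe-citrate than under Fe-WEHS (1.00 ± 0.30, adjusted p = 0.0469). The other GRAS4 transcript (#75, TC195584) was not called, and its arrays overlapped. It read 11.59, 11.22 and 11.56 under Fe-citrate against 10.31, 11.48 and 11.16 under Fe-WEHS. The value was 0.99 ± 0.24 for #73 (TC192616, adjusted p = 0.0247) and 0.67 for GRAS6 (#71, TC191592, adjusted p = 0.0345). GRAS2 (#77, TC213462) was below the negative controls on every Fe-PS array and at least 2.30-fold higher under Fe-citrate than under Fe-PS, without passing adjustment over all transcripts (adjusted p = 0.786). Between Fe-citrate and Fe-PS limma called 0 of 7, 1 adjusted over the list alone, while array weights and the fit of those 6 arrays alone called GRAS2. camera gave adjusted p = 2.17e-09 for Fe-citrate against Fe-PS, 0.00433 for Fe-citrate against Fe-WEHS and 0.998 for Fe-PS against Fe-WEHS (adjusted p = 0.0855, 0.379 and 0.999 with an estimated correlation). The paper selected these transcripts on the same arrays, so they are not independent evidence. The call of #76 was lost in 17 of 24 alternatives. Among them were leaving out any 1 array but Fe-WEHS replicate 2 (0.57 to 1.17), cyclic loess (0.98) and array weights (0.86). In turn #73 was past 2-fold without Fe-WEHS replicate 2 or 3 (1.12 and 1.16) and with median scaling (1.29).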

A similar role in response to Fe toxicity could be ascribed to the upregulation of transcripts belonging to *GAI*, *RGA*, *RCS* (GRAS) gene family (#71, #72, #73, #74, #75, #76 and #77, Table 2). GRAS proteins play a role in the regulation of root growth, nodulation signalling and response to environmental stresses [58]; furthermore, members of this gene family are involved in disease resistance and mechanical stress response in tomato [59].

### Transcript specifically affected by Fe-PS supply

One hundred and nineteen transcripts were specifically modulated in tomato roots by Fe-PS treatment (Fig. 3; Additional file 3: Table S4), 82 and 37 in a negative and in a positive way, respectively. 

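Transcripts that the paper assigns to Fe-PS alone had like values under Fe-citrate when both were set against Fe-WEHS. Of the 31 tested transcripts assigned as repressed, 4 were lower under Fe-PS and 1 under Fe-citrate, with median log2 fold changes of −0.80 and −0.69. Of the 13 assigned as induced, 3 were higher under Fe-PS and 3 under Fe-citrate, with medians of 0.89 and 0.75. A putative kinase transcript (TC193353), below the negative controls on every Fe-WEHS array, was at least 1.20-fold higher under Fe-PS (adjusted p = 0.00398) and at least 1.21-fold higher under Fe-citrate (adjusted p = 0.00277). camera gave adjusted p = 5.07e-24 for the repressed and 3.54e-10 for the induced list under Fe-PS against Fe-WEHS (adjusted p = 0.00167 and 0.027 with an estimated correlation). In the comparison of Fe-citrate with Fe-PS the list tests gave adjusted p = 1.99e-06 and 0.00152 (adjusted p = 0.0131 and 0.176 with an estimated correlation), the second of these calls being lost in 5 of 25 alternatives, among them without Fe-citrate replicate 1 (adjusted p = 0.116) or Fe-PS replicate 3 (adjusted p = 0.0691). As both lists were chosen on the Fe-PS arrays, their counts are not independent evidence.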

Twenty-one downregulated and ten upregulated transcripts did not show any homology to known proteins (“no hit found”, Additional file 3: Table S4). The distribution in main functional categories highlighted that for the Fe-PS specific transcripts the most abundant categories are “biological process”, “cellular process”, “metabolic process”, “protein metabolic process” and “nucleobase, nucleoside, nucleotide and nucleic acid metabolic process” (Table 6). 

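Of the lipid transcripts of Table 2, 4 of 6 were tested, and 1 was lower than under Fe-WEHS by 2-fold or more, under Fe-PS and under Fe-citrate. A fatty acid desaturase (#79, TC203351), which puts double bonds into acyl chains, was lower under Fe-PS (log2 fold change −1.13 ± 0.15, adjusted p = 0.00606) and under Fe-citrate (−1.03 ± 0.15, adjusted p = 0.00461). A 3-hydroxyacyl-CoA dehydrogenase (#78, TC197535), below the negative controls on every Fe-PS array, was at least 1.66-fold lower under Fe-PS (adjusted p = 0.0174) and had −0.82 under Fe-citrate (adjusted p = 0.0155). Phospholipase C (#81, TC195028), which cleaves membrane phospholipids in signalling, had −0.87 ± 0.21 (adjusted p = 0.0336) and −0.67 (adjusted p = 0.0539). Acyl-CoA synthetase (#80, TC201677) exceeded the negative controls on 1 Fe-citrate, 0 Fe-PS and 2 Fe-WEHS arrays, at least 1.13-fold lower under Fe-PS than under Fe-WEHS, and the sterol reductase (#82) was below them on every array. Fe-citrate lay above Fe-PS by 0.10 for #79 and by 0.20 for #81, with 95% intervals between −0.25 and 0.65. As a list camera gave adjusted p = 0.000156 for Fe-PS and 0.00257 for Fe-citrate against Fe-WEHS (adjusted p = 0.0537 and 0.0737 with an estimated correlation) and 0.133 for Fe-citrate against Fe-PS, on transcripts that the paper chose and that are not independent evidence. The call of the desaturase was lost in 3 of 24 alternatives under Fe-PS, namely the median of the spots (−0.89), median scaling (−0.75) and the deposited values (−0.87), and in 7 of 24 under Fe-citrate, those 3 (−0.77, −0.53 and −0.75) among them, with leaving out Fe-WEHS replicate 2 (−0.95) or Fe-citrate replicate 1 (−0.98).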

Transcripts related to “lipid metabolic process” are mainly negatively affected (Table 2) such as those encoding a 3-hydroxyacyl-CoA dehydrogenase (HADH, #78), a fatty acid desaturase (FADS, #79), an acyl-CoA synthetase (ACS, #80) and a phospholipase C (PLC, #81) while only a lipid metabolism-related transcripts, encoding a delta(14)-sterol reductase (Delta-14-SR, #82) was upregulated. In addition to the phospholipase C (PLC) transcript, the treatment with Fe-PS repressed the expression of another transcript encoding a phosphatidic-acid phosphatase (#83, Table 2) suggesting that this Fe source can specifically affect the phospholipid-based signal, which is involved in plant environmental responses [60, 61]. It has been shown that the repression of plant PLCs is related to the response to toxic metals, such as Al^3+^ and Cd^2+^, that implies limiting ROS generation and lipid peroxidation [61, 62]. 

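The phosphatidic acid phosphatase transcript (TC215747), of an enzyme that turns phosphatidic acid into diacylglycerol, was at close levels under all 3 sources. Against Fe-WEHS its log2 fold change was −0.34 ± 0.18 under Fe-PS (limma, adjusted p = 0.27) and −0.19 under Fe-citrate (adjusted p = 0.503). The difference between Fe-citrate and Fe-PS was 0.15, with a 95% interval of −0.25 to 0.55 that excludes 2-fold.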

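Ascorbate oxidase (TC195925, a probe with several targets), an apoplastic enzyme that oxidises ascorbate, had a log2 fold change of −0.64 ± 0.23 under Fe-PS (limma, adjusted p = 0.109) and −0.38 under Fe-citrate (adjusted p = 0.273) against Fe-WEHS. Fe-citrate lay above Fe-PS by 0.26, with a 95% interval of −0.24 to 0.76. None of these differences passed adjustment over all transcripts.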

Iron-PS might negatively affect the phospholipid-based signal that controls responses to Fe, possibly through the reduction of ROS as suggested by the downregulation of an ascorbate oxidase (AO) transcript (#84, Table 2). This AO gene is involved in ascorbic acid biosynthesis in tomato [63] playing an important role as an antioxidant and protecting plant cells during oxidative damage by scavenging free radicals and ROS. On the basis of these results, it might be speculated that Fe is present within the root cells as Fe-PS complex and that this Fe-form could limit Fe-induced ROS production. Indeed there is some evidence that *Strategy I* plants can directly take up Fe-PS complexes [35]. 

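The Yellow stripe-like transporter transcript (TC211305), of a family that moves metal chelates across membranes, exceeded the negative controls on 1 of 3 Fe-citrate arrays and on 0 of 3 Fe-PS and 0 of 3 Fe-WEHS arrays. It was not tested and no fold is given, since its mean under Fe-citrate did not exceed the level of the negative controls on the other arrays. A limma fit without the filter on dim probes gave adjusted p = 0.0667 for Fe-PS against Fe-WEHS, 0.123 for Fe-citrate against Fe-WEHS and 1 for Fe-citrate against Fe-PS.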

The idea that tomato roots could at least in part adsorb the Fe-PS complexes is supported by the observation that a transcript encoding an oligopeptide transporter “Yellow stripe-like protein” (#85, Solyc03g031920.2.1) was repressed after 1 h of Fe-PS treatment. The rapid back-regulation of this putative Fe-PS transporter would indicate a secondary role in Fe nutrition of tomato plants, while possibly having a role in preventing oxidative damages in the early stages of Fe supply.

**Table 6:** Distribution in main functional categories of transcripts specifically affected by Fe-PS supply

Upregultated				Downregulated			
GO Class ID	Definitions	Counts	Fractions	GO Class ID	Definitions	Counts	Fractions
GO:0008150	biological_process	19	27.94 %	GO:0008150	biological_process	32	29.36 %
GO:0008152	metabolic process	14	20.59 %	GO:0008152	metabolic process	20	18.35 %
GO:0009987	cellular process	11	16.18 %	GO:0009987	cellular process	19	17.43 %
GO:0009058	biosynthetic process	5	7.35 %	GO:0019538	protein metabolic process	6	5.50 %
GO:0019538	protein metabolic process	5	7.35 %	GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	5	4.59 %
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2	2.94 %	GO:0006629	lipid metabolic process	4	3.67 %
GO:0006464	protein modification process	2	2.94 %	GO:0006810	transport	3	2.75 %
GO:0005975	carbohydrate metabolic process	2	2.94 %	GO:0006464	protein modification process	3	2.75 %
GO:0009056	catabolic process	2	2.94 %	GO:0005975	carbohydrate metabolic process	3	2.75 %
GO:0006810	transport	1	1.47 %	GO:0016043	cellular component organization and biogenesis	2	1.83 %
GO:0007165	signal transduction	1	1.47 %	GO:0007165	signal transduction	2	1.83 %
GO:0007154	cell communication	1	1.47 %	GO:0007154	cell communication	2	1.83 %
GO:0006091	generation of precursor metabolites and energy	1	1.47 %	GO:0006950	response to stress	2	1.83 %
GO:0006412	translation	1	1.47 %	GO:0009058	biosynthetic process	2	1.83 %
GO:0006629	lipid metabolic process	1	1.47 %	GO:0009056	catabolic process	2	1.83 %
Total		68	100.00 %	GO:0006259	DNA metabolic process	1	0.92 %
				GO:0009719	response to endogenous stimulus	1	0.92 %
				Total		109	100.00 %

The distribution in main functional categories on the basis of “biological process” terms was performed using CateGOrizer [79] setting Plant GO slim method and consolidated single occurrences. The analysis was performed using the GO terms of the 27 and 61 transcripts positively and negatively affected respectively in response to Fe-PS and showing homology to “known protein”

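Gibberellin 20-oxidase (TC196465, a probe with several targets), which makes the precursors of active gibberellins, had a log2 fold change of −0.70 ± 0.20 under Fe-PS (limma, adjusted p = 0.0562) and −0.59 under Fe-citrate (adjusted p = 0.0681) against Fe-WEHS. The difference between Fe-citrate and Fe-PS was 0.11, with a 95% interval of −0.32 to 0.54 that excludes 2-fold.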

A gene encoding the gibberellin 20 oxidase (GA20OX, #86, Table 2), previously hypothesized acting in tomato root morphological changes in response to Fe deficiency [5], was one of those specifically downregulated by Fe-PS supply.

Furthermore, the Fe-PS treatment specifically modulated transcripts encoding transcription factors in a negative (*i.e.* TGA10, #87; GRAS, #88; bHLH JAF13, #89) and in a positive way (Myb-like protein, #90; Homeobox-leucine zipper protein, #91) (Table 2). 

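Of these transcription factors only the homeobox-leucine zipper protein (#91, TC204269), of a family that regulates development and stress responses, could be tested. Its log2 fold change was 0.89 ± 0.24 under Fe-PS (limma, adjusted p = 0.0485) and 0.76 under Fe-citrate (adjusted p = 0.0567) against Fe-WEHS, and −0.14 between Fe-citrate and Fe-PS (95% interval −0.65 to 0.38). It passed the 2-fold threshold under Fe-PS with array weights, and without Fe-WEHS replicate 1 under both sources (fitted 1.17 under Fe-PS and 1.03 under Fe-citrate). The remaining Fe-WEHS arrays then read 9.00 and 8.78, no higher than the negative controls, so the fitted values are not folds above that level. TGA10 (#87, TC204594), JAF13 (#89, TC211460) and the Myb-like protein (#90, TC214149) were below the negative controls on all 9 arrays.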

GRAS transcripts were positively modulated in response to Fe-citrate treatment while, in the case of Fe-PS, one GRAS transcript was downregulated. 

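The GRAS transcript of the Fe-PS list (#88, TC196692) exceeded the negative controls on 1 of 3 Fe-WEHS arrays and on no Fe-citrate or Fe-PS array, so it could not be set against the GRAS transcripts of the Fe-citrate list.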

Our results suggest that some transcription factors could play a role in the response to Fe supply common to different Fe sources, such as the R2R3 MYB transcription factor (#1; Solyc06g005310.2.1, Table 2), while others could be specific for the control of genes and pathways selectively modulated in response to each Fe-source.

## Conclusions

Our results suggest that the root transcriptional response to Fe supply depends on the nature of the ligand (WEHS, citrate and PS). 

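Across the 3 sources, 313 transcripts differed in limma's F test, and Fe-citrate and Fe-PS together differed from Fe-WEHS in 80 that were higher and 125 that were lower (4167 at an unadjusted p under 0.05). Fe-citrate and Fe-PS shared 125 of their calls against Fe-WEHS, 43 higher and 82 lower, with 0 in opposite directions, while 178 were called for Fe-citrate alone and 38 for Fe-PS alone, a split that was not itself called in the direct comparison of these sources. Of the 64 measured transcripts of Table 2, 27 were called under Fe-citrate (20 lower and 7 higher) and 13 under Fe-PS (12 lower and 1 higher). Both comparisons use the same Fe-WEHS arrays, which stood apart in signal, so the shared calls do not come from independent arrays. In a simulation all 9 arrays, those of Fe-WEHS included, were drawn without any difference between sources. The simulated comparisons shared 0 calls and had a correlation of log2 fold changes of 0.501 and a covariance of 0.0228. The measured values were 0.845 and 0.149, and independent lists would share 0.639 higher and 1.43 lower transcripts. The simulation held no offset common to the Fe-WEHS arrays, so it cannot tell such an offset from a response to the Fe source. The shared count was 48 without Fe-PS replicate 1, 56 without Fe-WEHS replicate 2 and 67 without Fe-PS replicate 2, its split was 24 higher and 73 lower without Fe-citrate replicate 2 and 74 and 88 with array weights, and the F test count 139 without Fe-WEHS replicate 3 and 191 without Fe-WEHS replicate 2. Median scaling gave 300 higher and 33 lower and cyclic loess 23 and 122 for both sources together. The paper compares the number and identity of the transcripts modulated by each source relative to Fe-deficient plants, finds hardly any for Fe-WEHS, and proposes that the root transcriptional response depends on the ligand. The paper also sets each source against Fe-sufficient plants, clusters the arrays by correlation and measures some transcripts by Real-time RT-PCR. It further reasons that roots given Fe-WEHS did not sense the restored Fe, and proposes that this explains the higher Fe content of these plants.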

The supply with Fe-WEHS, which has been demonstrated to be able to enhance Fe acquisition responses in *Strategy I* plants [23, 36], did not cause relevant changes in the root transcriptome with respect to the Fe-deficient plants, indicating that roots did not sense the restored cellular Fe accumulation. This result could explain the higher Fe concentration observed after 4 and 24 h in tomato plant tissues supplied with Fe-WEHS as compared to the other Fe-sources. This behaviour is confirmed by a faster and more efficient Fe allocation in the leaf tissue [37]. As a result, Fe-WEHS supply would favour a better distribution of Fe within the plant.

The transcriptional behaviour of tomato roots with the other two natural Fe-sources, Fe-citrate and Fe-PS, underlined that the supply responses are fast and based on a back regulation of molecular mechanisms modulated under Fe deficiency. We also observed some responses specific for each of the two natural Fe sources suggesting a transcriptional response in roots to the molecule used to chelate the micronutrient. Considering transcripts specifically regulated by Fe-citrate, we could hypothesize that citrate is also absorbed by roots causing a further negative regulation of the TCA cycle and influencing mainly cell wall metabolism and the response regulation to stress. Iron-PS specific responses seem to be mainly based on a negative regulation of lipid metabolism and phospholipid-based signal that control ROS responses in the presence of heavy metals.

## Methods

Water extractable humic substances (WEHS) were isolated as reported by Pinton et al. [64] and Fe-WEHS complexes were prepared as described by Cesco et al. [31] by mixing 5 μg organic carbon (Corg) of WEHS fraction for each μmol of FeCl_3_. A thorough chemical characterization of the fractions is described elsewhere [23].

Phytosiderophores (PS) were collected in the root exudate of Fe-deficient barley plants as described by Tomasi et al. [22]. Iron-PS and Fe-citrate were prepared accordingly to von Wirén et al. [65] by mixing an aliquot of Fe-free-PS or citrate (10 % excess of the chelating agent) with FeCl_3_. For radiochemical experiments, ^59^FeCl_3_ was utilized at the specific labeling activity of 144 kBq μmol^−1^ Fe (Perkin Elmer, Monza, Italy).

### Plant material and growth conditions

Tomato seedling (*Solanum lycopersicum* L., cv. ‘Marmande superprecoce’, DOTTO Spa, Italy) were first germinated for 6 days on filter paper moistened with 1 mM CaSO_4_ and consequently grown for other 14 days in a continuously aerated nutrient solution (pH adjusted at 6.0 with 1 M KOH) as reported by Tomasi at al. [22] with 5 μM Fe (Fe-EDTA); thereafter, most of the plants were transferred for a further week to a Fe-free nutrient solution (Fe-deficient) and some tomato plants were transferred for a week to a nutrient solution containing 100 μM Fe-EDTA (Fe-sufficient plants) as control for the Fe(III)-chelate reductase activity. Nutrient solutions were renewed every 3 days. The controlled climatic conditions were the following: day/night photoperiod, 16/8 h; light intensity, 220 μE m^-2^s^-1^; temperature (day/night) 25/20 °C; RH 70 to 80 %.

At the end of the growing period (27 days), Fe-deficient tomato plants clearly showed visible symptoms of Fe deficiency: yellowing of the fully expanded apical leaves, proliferation of lateral roots and root hairs and increase in the diameter of the sub-apical root zone. Twenty-four hours before harvesting, all nutrient solutions were renewed and the pH was adjusted to 7.5 with 10 mM 4-(2-hydroxyethyl)-1 piperazineethanesulfonic acid (HEPES)-KOH. The pH of the growing medium was adjusted to this value to mimic as close as possible the conditions that are occurring in Fe-deficient-inducing soil conditions where plant availability of Fe is reduced. Four hours after the beginning of the light phase, natural Fe-sources (Fe-citrate, Fe-PS or Fe-WEHS) were added to the nutrient solution of Fe-deficient tomato plants to obtain a final concentrations of 1 μM Fe. The same experimental setup was used for radiochemical analyses with ^59^Fe-citrate, ^59^Fe-PS or ^59^Fe-WEHS treatments. The treatment with the three Fe sources lasted up to 24 h; during this period, plant samples were harvested and used for the analyses described below.

For transcriptional analyses, after 1 h (5 h from the beginning of light phase), tomato plants were harvested and collected roots were immediately frozen in liquid nitrogen and stored until further processing at -80 °C. The collection was repeated in three independent cultivations and the roots from six plants were pooled for each treatment. As control, Fe-deficient tomato plants were utilized (without any addition of external Fe sources) prepared in the same experiments and used for the analyses previously presented in Zamboni et al. [5].

### ^59^Fe uptake from natural Fe sources and ferric-chelate reduction capability by roots of intact plants

After 1, 4 or 24 h of treatment with ^59^Fe complexes, plants were transferred to a freshly prepared ^59^Fe-free nutrient solution for 10 min in order to remove the excess of ^59^Fe at the root surface, and then harvested dividing roots and leaves [66]. Root apoplastic ^59^Fe pools were removed using 1.2 g L^−1^ sodium dithionite and 1.5 mM 2,2′-bipyridyl in 1 mM Ca(NO_3_)_2_ under N_2_ bubbling as described by Bienfait et al. [67]; the treatment was repeated three times.

Root and leaf tissues were oven-dried at 80 °C, weighed, ashed at 550 °C and suspended in 1 % (w/v) HCl for ^59^Fe determination by liquid scintillation counting. The ^59^Fe uptake, measured as μg ^59^Fe, is referred to the whole plant (root + leaves) and is presented per g root dry weight .

To determine the root capacity to reduce the Fe(III)-chelates, roots of a single intact (Fe-sufficient or Fe-deficient with or without 1 h supply) tomato plants were incubated in the dark at 25 °C for 60 min in 50 mL of an aerated solution containing CaSO_4_ 0.5 mM, bathophenanthroline disulfonate sodium salt (BPDS) 0.5 mM, 2-(*N*-morpholino)ethanesulfonic acid (MES)-KOH 10 mM (pH 5.5). Thereafter, the absorbance of the solutions was measured at 535 nm at intervals of 15 min and the concentration of Fe(III) reduced calculated by the concentration of the Fe(II)-BPDS_3_ complex formed, using an extinction coefficient of 22.1 mM^−1^ cm^−1^.

### RNA extraction and microarray analyses

Transcriptional analysis was carried out using a Combimatrix chip [68], produced by the Functional Genomics Lab., University of Verona [69]. The chip (TomatoArray2.0) carries 25,789 nonredundant probes (23,282 unique probes and 2507 probes with more than one target) randomly distributed in triplicate across the array, each comprising a 35–40-mer oligonucleotide designed using the program oligoarray 2.1 [70]. The source of sequence information included tentative consensus sequences (TCs) derived from the DFCI Tomato Gene Index [71] Release 12.0 and expressed sequence tags. Eight bacterial oligonucleotide sequences provided by CombiMatrix, 8 probes designed on 8 Ambion spikes and 40 probes based on *Bacillus anthracis*, *Haemophilus ducreyi* and *Alteromonas phage* sequences were used as negative controls. Complete description of the chip is available at the Gene Expression Omnibus [72] under the series entry (GPL13934).

Total RNA was isolated using the SpectrumTM Plant Total RNA kit (Sigma-Aldrich) and quantified by spectrophotometry using NanoDrop™ 1000 (Thermo Scientific). RNA quality was evaluated using Agilent 2100 Bioanalyzer (Agilent). Total RNA (1 μg) was amplified and labelled using the RNA ampULSe kit (Kreatech). After checking the quantity and quality of antisense (aRNA) by spectrophotometry using NanoDrop™ 1000 (Thermo Scientific) and the quality subsequent labelling, 4 μg of labelled aRNA was hybridized to the array according to the manufacturer’s recommendations [68]. Pre-hybridization, hybridization, washing and imaging were performed according to the manufacturer’s protocols. The array was scanned with an Axon GenePix® 4400A scanner (MDS Analytical Technologies).

Analysis of raw data was performed using the open source software of the Bioconductor project [73, 74] with the statistical R programming language [75, 76]. Background adjustment, summarization and quantile normalization were performed using limma package. Probes expressed in all three biological replicates were considered otherwise probes were removed. Differentially expressed probes were identified by linear models analysis [39] using limma package and applying Bayesian correction, adjusted *p*-value of 0.05 and a ⎪FC⎪ ≥ 2. All microarray expression data are available at the Gene Expression Omnibus [72] under the series entry (GSE69419). The data obtained by Fe-deficient and Fe-sufficient plants used in the experiments presented in Zamboni et al. [5] were used as control and submitted with the GEO code: GSE31112. Differentially expressed transcripts between Fe-deficient plants supply for 1 h with the three natural Fe sources and Fe-deficient plants were grouped in main functional categories according to the “biological” terms of the Gene Ontology [30] assigned to each tomato TC or EST (Release 12.0) on the basis of the results of BlastP analysis [77] against the UniProt database [42] (Additional file 3: Table S4). Genes without significant BlastP results were classified as “no hits found” (Evalue < 1e-8; identity > 40 %).

### Real-time RT-PCR experiments

Five hundreds nanograms of total RNA (isolated as previously described) of each sample was retrotranscribed using 1 pmol of Oligo d(T)23VN (New England Biolabs, Beverly, USA) and 10 U M-MulV RNase H^-^ for 1 h at 42 °C (Finnzymes, Helsinki, Finland) following the application protocol of the manufacturers. After RNA digestion with 1 U RNase A (USB, Cleveland, USA) for 1 h at 37 °C, gene expression analyses were performed by adding 0.16 μL of the cDNA to the realtime PCR complete mix, FluoCycle^TM^ sybr green (20 μL final volume; Euroclone, Pero, Italy), in a DNA Engine Opticon Real-Time PCR Detection (Biorad, Hercules, USA). Specific primers (Tm = 58 °C) were designed to generate 80–150 bp PCR products. Three genes were used as housekeeping to normalize the data: LeEF1a, coding for 1-alpha elongation factor (X14449), LeH1, coding for histone protein (AJ224933) and LeUbi3, coding for an ubiquitin protein (X58253). Each Real-Time RT-PCR was performed 4 times on 3 independent experiments; analyses of real-time result were performed using Opticon Monitor 2 software (Biorad, Hercules, USA) and R [74–76], with the qpcR package [78]. Efficiencies of amplification were calculated following the authors’ indications. Sequences of forward and reverse primers and efficiencies were reported in Additional file 1: Table S5 gene.

## Additional files

Additional file 1:
**Figure S1.** Cluster heat map of gene expression data. **Table S1.** Results of Real-time RT-PCR experiments performed for a set of transcripts resulted differentially expressed in the different comparison of microarray analysis. **Table S2.** Number of differentially expressed transcripts resulted by root transcriptional profile comparisons of Fe-deficient plants supplied for 1 h with the three natural sources of Fe and Fe-sufficient plants. **Figure S2.** Shared transcripts modulated in Fe-deficient plants after 1 h in response to supply with the three natural Fe sources relative to Fe-sufficient plants. **Table S5.** Sequence of forward and reverse primers used in Real-time RT-PCR experiments. (PDF 2631 kb) Additional file 2: Table S3. Differentially expressed transcripts resulted by the comparison of root transcriptional profiles of Fe-deficient plants supplied for 1 h with Fe-WEHS, Fe-citrate and Fe-PS with root transcriptional profile of Fe-sufficient plants. Probe ID, adjusted *p*-value and Log_2_(R) were reported for each transcript. (XLS 174 kb) Additional file 3: Table S4. Functional annotation of differentially expressed transcripts resulted by the comparison of root transcriptional profiles of Fe-deficient plants supplied for 1 h with Fe-citrate, Fe-PS and Fe-WEHS with root transcriptional profile of Fe-deficient plants. Probe ID, description, species, identity, score, e-value, Uniprot entry and biological GO term were reported. The adjusted *p*-value and Log_2_(R) were also reported for each transcript. (XLSX 130 kb)

# Supplementary material for: Early transcriptomic response to Fe supply in Fe-deficient tomato plants is strongly influenced by the nature of the chelating agent
**Source:** BMC Genomics. 2016 Jan 7;17:35. doi: 10.1186/s12864-015-2331-5
**Supplement:** Additional file 1: — Figure S1. Cluster heat map of gene expression data. Table S1. Results of Real-time RT-PCR experiments performed for a set of transcripts resulted differentially expressed in the different comparison of microarray analysis. Table S2. Number of differentially expressed transcripts resulted by root transcriptional profile comparisons of Fe-deficient plants supplied for 1 h with the three natural sources of Fe and Fe-sufficient plants. Figure S2. Shared transcripts modulated in Fe-deficient plants after 1 h in response to supply with the three natural Fe sources relative to Fe-sufficient plants. Table S5. Sequence of forward and reverse primers used in Real-time RT-PCR experiments.

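By Spearman correlation of expression values, the Fe-WEHS arrays grouped together and the Fe-citrate and Fe-PS arrays were mixed. The mean correlation was 0.939 within Fe-WEHS (0.930 to 0.948), 0.901 within Fe-citrate (0.858 to 0.924) and 0.932 within Fe-PS (0.902 to 0.954). Between sources it was 0.921 for Fe-citrate with Fe-PS (0.842 to 0.959), 0.889 for Fe-PS with Fe-WEHS (0.859 to 0.913) and 0.864 for Fe-citrate with Fe-WEHS (0.831 to 0.891). In the clustering, each of the 3 Fe-citrate arrays joined an Fe-PS array first, and the 3 Fe-WEHS arrays joined the rest last, at a distance of 0.123. Correlations are across the 12395 tested transcripts, which are not independent replicates.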

The hierarchical clustering was generated using Spearman correlation coefficients of expression values. Three biological replicates (I, II and III) were included for each of the following conditions: -Fe: Fe deficient; -Fe/Fe-WEHS: 1 h of supply with Fe-WEHS; -Fe/Fe-PS: 1 h of supply with Fe-PS; -Fe/Fe-CIT: 1 h of supply with Fe-citrate. The color scale indicates the degree of correlation (white, high correlation; red, low correlation).

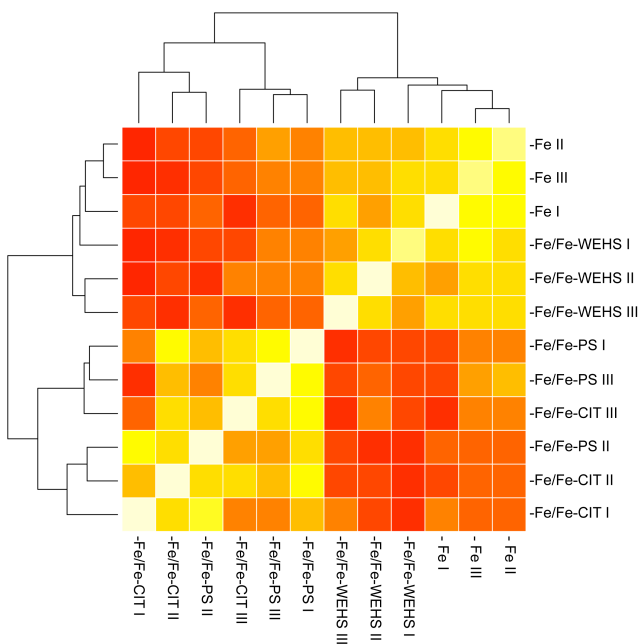

Table S1 - Results of Real-time RT-PCR experiments performed for a set of transcripts differentially expressed in the different comparison of microarray analysis.

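Table S1 sets array fold changes relative to Fe-deficient plants beside Real-time RT-PCR for 10 transcripts, and direct comparisons between Fe sources could be made here for the 3 that were above the negative controls, among them the R2R3 MYB transcript. BEL1-related homeotic protein 11, a homeodomain regulator of development that the table lists as specific to Fe-citrate, was lower than under Fe-WEHS under Fe-PS too (log2 fold change −1.41, limma adjusted p = 0.0462), although that call was lost in 13 of 24 alternatives, among them leaving out any 1 of Fe-WEHS replicates 2 and 3, Fe-citrate replicate 2 and Fe-PS replicates 1 to 3 (−1.12 to −1.64). Sucrose synthase (TC196187, several targets), which splits sucrose, did not pass the threshold against Fe-WEHS, with −0.06 under Fe-citrate (adjusted p = 0.873) and −0.44 under Fe-PS (adjusted p = 0.224; 95% interval −0.92 to 0.03). The other 7, among them polygalacturonase 7 and JAF13, did not pass the filter on dim probes.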

Probe ID, description, microarray fold change value and RT-PCR data (means $\pm$ SE of three biological replicates) were reported.

Transcripts affected by Fe-WEHS supply							
Probe ID	Description	Microarray	Real-time RT-PCR				
TC194872_1016_38_S	Amino acid transporter, putative	-3.34	-1.99 $\pm$ 0.54				
Transcripts similarly affected by Fe-citrate, Fe-PS supply and Fe-WEHS							
		Fe-citrate vs -Fe		Fe-PS vs -Fe		Fe-WEHS vs -Fe	
Probe ID	Description	Microarray	Real-time RT-PCR	Microarray	Real-time RT-PCR	Microarray	Real-time RT-PCR
TC215712_723_40_S	R2r3-myb transcription factor	4.60	2.49 $\pm$ 0.25	4.41	1.48 $\pm$ 0.14	4.06	2.17 $\pm$ 0.42
Transcripts similarly affected by Fe-citrate and Fe-PS supply							
		Fe-citrate vs -Fe		Fe-PS vs -Fe			
Probe ID	Description	Microarray	Real-time RT-PCR	Microarray	Real-time RT-PCR		
NP9287571_278_40_S	TCP protein	-2.17	-2.03 $\pm$ 0.01	-2.4	-1.92 $\pm$ 0.29		
Transcripts specifically affected by Fe-citrate supply							
Probe ID	Description	Microarray	Real-time RT-PCR				
TC203581_620_40_S	BEL1-related homeotic protein 11	-3.61	-2.29 $\pm$ 0.17				
Transcripts specifically affected by Fe-PS supply							
Probe ID	Description	Microarray	Real-time RT-PCR				
NP000616_1157_38_S	Polygalacturonase 7	2.57	2.36 $\pm$ 0.33				
TC196187_747_39_X4	Sucrose synthase	-2.89	-9.97 $\pm$ 0.01				
TC199665_1578_35_S	Putative urease accessory protein F	2.64	1.45 $\pm$ 0.08				
TC208234_1863_38_S	N-acetyl-glutamate synthase	2.01	1.92 $\pm$ 0.03				
TC211460_599_40_S	BHLH transcription factor JAF13	-2.01	-2.60 $\pm$ 0.16				
TC216298_625_39_S	Metalloprotease m41 fish, putative	2.16	1.70 $\pm$ 0.02				

Table S2- Number of differentially expressed transcripts resulted by root transcriptional profile comparisons of plant supplied for 1 h with the three natural sources of Fe and Fe-sufficient plants using LIMMA analysis.

Differentially expressed transcripts were identified by each transcriptional profile comparison through LIMMA analysis (adjusted p-value ≤ 0.05 ; $|\text{Log}_2(R)| \geq 1$); -Fe/Fe plants supplied for 1 h with Fe citrate, Fe-PS or Fe-WEHS; +Fe: Fe-sufficient.

Comparison	Upregulated transcript	Downregulated transcripts
-Fe/Fe-citrate <i>vs</i> +Fe	542	576
-Fe/Fe-PS <i>vs</i> +Fe	337	437
-Fe/Fe-WEHS <i>vs</i> +Fe	68	22

Figure S2- Shared transcripts modulated in Fe-deficient plants after 1 h in response to supply with the three natural Fe sources relative to Fe-sufficient plants.

Fe-deficient plants were supplied for 1 h with Fe-WEHS (-Fe/Fe-WEHS) or with Fe-PS (-Fe/Fe-PS)

or with Fe-citrate (-Fe/Fe-citrate). As control, Fe-sufficient plants were used (+Fe).

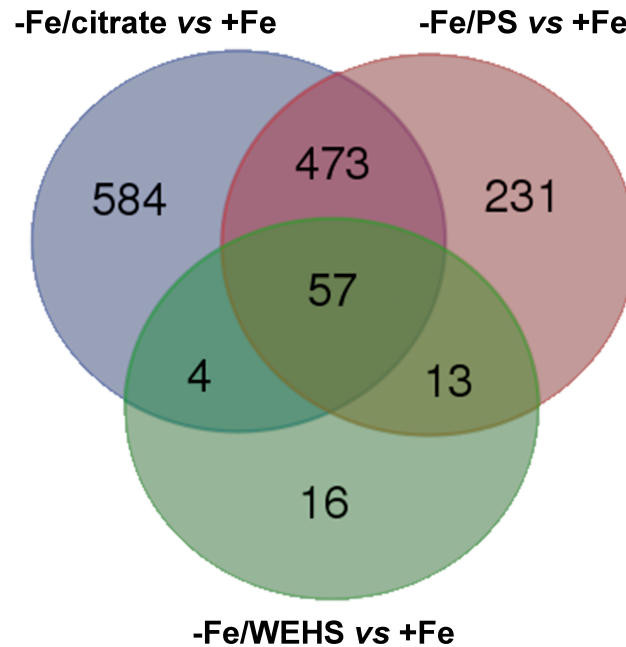

Table S5 - Sequence of forward and reverse primers used in Real-time RT-PCR experiments.

TC_ID (Tentative Consensus ID), description, 5'-3' sequence of forward and reverse primers and efficiency (%) were reported.

TC_ID	Description	Forward primer (5'-3')	Reverse primer (5'-3')	Efficiency
TC192148	Histone protein; LeH1	CAAAGGCCAAACTGCTACC	AGGCTTTACAGCTGCTTTCG	89.16%
TC196208	Ubiquitin protein; LeUbi3	AGCCAAAGAAGATCAAGCACA	GCCTCTGAACCTTTCCAGTG	87.25%
TC203463	1-Alpha elongation factor; LeEF1a	TGGATATGCTCCAGTGCTTG	TTCCTTACCTGAACGCCTGT	99.15%
NP000616	Polygalacturonase 7	GAGCTTAGGTTGGGAGATGC	GCCTAGCCCATGTTTTGACT	93.15%
NP9287571	TCP protein	GTCTATGGCGGCTGATGATT	TGCGTGGTGTGTTCTTCAAT	60.00%
TC194872	Amino acid transporter, putative	GTCTGTGTCATCCCTCATT	CGAACAACCATAATGCACGA	90.20%
TC196187	Sucrose synthase	CTCGTGTTCACAGTCTTCGT	TTCAAGATCCCTTCCCGTG	93.05%
TC199665	Putative urease accessory protein F	GGATCGGCACTTTTGAGAGT	CATTCAATCCGAGAAGCCCA	95.02%
TC203581	BEL1-related homeotic protein 11	GATGCAATTTCTGGGCAAAT	TTGGCGTAAATGATGATCCA	99.00%
TC208234	N-acetyl-glutamate synthase	CGAGAAGAAGGCATCATCCC	TGAGCTGGTATACGGTCGAT	96.40%
TC211460	bHLH transcription factor JAF13	TCACCAAGGAGATGATGCTC	CTCGGCATCTGAATATCGGT	86.00%
TC215712	R2r3-myb transcription factor, putative	AGGCTCACGATGAGAGGAAA	TAGGCGTGAAATCCACATCA	88.60%
TC216298	Metalloprotease m41 fish, putative	AATGCAACCTCTTCTCAGCC	ACTTTTGCTTCTTCATGAGGGA	96.35%

How the deposited data were processed for this re-analysis (not part of the article)

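Root RNA of Fe-deficient tomato plants supplied for 1 h with Fe-citrate, Fe-PS or Fe-WEHS was measured on 1-colour oligonucleotide arrays, with 3 arrays per Fe source. Each of the 9 arrays held the pooled roots of 6 plants. The arrays of unsupplied Fe-deficient plants and of Fe-sufficient plants were not analysed here, so every comparison sets one Fe source against another. The age at transfer to Fe-free solution is 20 d in the paper and 21 d in the sample labels.

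The deposited scanner tables give, for each spot, linear intensity values of the spot and of its local background as read by the scanner, which the authors deposited without background correction or normalization. The same deposited tables give the percent of spot pixels that were saturated or brighter than background, and the count of pixels in each spot and its background, both computed by the scanner software from the image. The authors also deposited a table of linear intensity values per probe, which they had background adjusted, summarized over spots and quantile normalized, with some probes left empty on each array by a rule that the paper's text does not name. That table holds 25782 probes, 18552 of them with a value on all 9 arrays. It was used only as an alternative input, after conversion to log2 intensity.

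Each array has 94928 spots, of which 89096 belong to plant probes and 1723 to 75 negative control probes. The paper describes 56 negative control probes (8, 8 and 40), and all 75 in the files were used for the filter and the lower bounds. Plant probes have 3 spots (61.0%), 4 spots (32.7%), 5 spots (5.90%) or 6 spots (0.353%). Mean spot intensities were corrected with normexp (offset 50) over all spots of an array, plant spots were quantile normalized over the 9 arrays, and the log2 values of the spots of one probe were averaged. Plant spots with a scanner mark were left out on the Fe-WEHS arrays (14, 42 and 18 on replicates 1 to 3). The 12996 spots of Fe-citrate replicate 1, which carried another mark, were kept. Of 25782 plant probes, 2507 have several targets and are named as such. A probe was tested if it exceeded the 95th percentile of the negative control probes on all 3 arrays of at least 1 source. This kept 12395 probes, 10855 with a single target and 1540 with several. A fold against a source with no array above the negative controls is given as a lower bound against that percentile, where the mean of the other source lies above it, and is otherwise left out.

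One limma fit over all 9 arrays with a mean per Fe source gave the 3 comparisons between sources, the comparison of Fe-citrate and Fe-PS together with Fe-WEHS, and an F test over the 3 sources, with moderated variances (5.47 prior degrees of freedom). A transcript was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Gene lists came from Table 2, Table S3 and Table S4 and from families matched by the descriptions in Table S4. Of 61 lists, 36 had at least 3 tested members, and camera with an inter-gene correlation of 0.01, or an estimated one, gave 108 list tests, adjusted within each kind of list. Calls on the members of a list were also adjusted over the list alone. Intervals are at the 95% level. The number of arrays limits the precision: the median standard error of a log2 fold change between sources was 0.19.

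Transcripts were named by a rule fixed before the data were examined, when the values in the paper's tables had already been seen. It takes every transcript of Table 2 and Table S1, the 10 largest differences per comparison among called transcripts that have a description and whose arrays do not overlap, and up to 4 of the largest called members of each list, 144 transcripts in all. The comparisons, tests and most alternatives were also fixed before the data were examined.

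The alternatives were no background correction, normexp with offset 16, plain subtraction, the median of the spots of a probe, median scaling, cyclic loess, no filter on dim probes, a filter on signal under every source, single-target probes alone, a fit of the 2 groups compared, replicate number as a block, array weights, the deposited values as input, an estimated correlation in camera, and leaving out each array in turn. The spot median in place of the spot mean, and leaving out all marked spots, were added after the data had been seen. A block for slide or scan date was not run, as the files give neither. The number of each replicate was tested for pairing between sources: 3 of 9 arrays resembled an array of their own number most, and the arrays were treated as unpaired. Others resembled an array of another number most, as Fe-citrate 1 did Fe-PS 2 (r = 0.577) and Fe-WEHS 3 did Fe-citrate 1 (r = 0.340). A pairing under other numbers was not fitted. Any variation shared by such pairs would stay in the residual spread, also with the replicate block, so 0 calls between Fe-citrate and Fe-PS may be cautious.

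The limma test was tried on simulated values with independent noise at each transcript's fitted spread, in which 200 of 12395 transcripts were changed. At a log2 change of 1.5, between 97% and 99% were called in the 3 comparisons, and at 3 all were. False calls numbered 1 to 6 per simulation over the sizes tried. Background correction, normalization and variation shared between transcripts were not part of these simulations, and changes under 1.5 were not tried. The rates thus do not carry over to the measured arrays, where 85 transcripts differed by 2-fold or more between Fe-citrate and Fe-PS and 0 were called. Analyses used R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0, and plots used Python 3.11.15 with matplotlib 3.10.9.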

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

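The tests of the scan settings and of the variation between pools of plants were chosen after the result was seen, and the other tests in this part before, when the counts of calls and the raw levels of the negative controls were already known. Of the transcripts past the threshold, 70 for Fe-citrate against Fe-WEHS and 42 for Fe-PS against Fe-WEHS are in neither Table S3 nor Table S4. They have no description there. Those tables use other reference plants and the authors' own processing, so absence from them is not itself a result about the Fe source.

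The Fe-WEHS arrays stood apart from the Fe-citrate and Fe-PS arrays: 80 transcripts were higher and 125 lower in both sources together. None of the other ways to set 6 of the 9 arrays against 3 gave as many calls (1 of 84, with a highest other count of 4). Grouping by chance is thus an unlikely account, and the splits show that the Fe-WEHS arrays differ as a block, whatever the cause. Normalized with the plant probes, the negative control probes had a median log2 difference of −0.15 (interquartile range −0.32 to 0.06, 0 of 75 past the threshold in limma). Brighter signal without a target on the Fe-WEHS arrays thus left their median difference well under 2-fold. Such signal stays open as a cause for the plant probes, since quantile normalization gives the dimmest spots of every array like values. Removing each array's trend on probe GC content kept 139 of the calls (67.8%), with a median shift of 0.12 per transcript, which leaves base content of the probes open as a part of the pattern. A scan of the Fe-WEHS arrays with other settings cannot be told apart from the Fe source, since every Fe-WEHS array had 80 pixels per spot and every other array 12. A response of the roots to the Fe source stays open beside these and was not tested apart from them.

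The 6 arrays of any pair of sources make 10 splits, too few for a share under 0.05. The real and the highest other counts were 303 and 0 for Fe-citrate against Fe-WEHS, 163 and 0 for Fe-PS against Fe-WEHS, and 0 and 4 for Fe-citrate against Fe-PS. For the F test over 3 sources, 2 of 100 drawn splits gave as many calls as the 313 of the real one, itself among them, and for the calls shared by both comparisons with Fe-WEHS 2 of 100 gave as many as 125. Chance is thus an unlikely account of the size of both counts. The other split in each (325 and 132 calls) kept the Fe-WEHS arrays together and mixed those of Fe-citrate and Fe-PS. Both counts therefore show the Fe-WEHS arrays apart from the rest, and do not tell the grouping into Fe-citrate and Fe-PS from a chance one.

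No transcript passed the threshold in limma between Fe-citrate and Fe-PS (0 called, 439 at an unadjusted p under 0.05, 32 in the fit of the 6 arrays alone, 93 with array weights and 3 without Fe-WEHS replicate 2). Of the paper's tested transcripts specific to one of these sources, 62.3% had a 95% interval that excludes a 2-fold difference in the paper's direction. By list, this share was 29.9% for those induced and 84.6% for those repressed by Fe-citrate. It was 100% for those induced and 96.8% for those repressed by Fe-PS. For the rest, too wide a spread between arrays cannot be told from a difference that is itself large. Of the 147 tested transcripts induced by Fe-citrate, 86 had an unadjusted limma p under 0.05 in the paper's direction. The upper quartile of their log2 difference was 1.22. These transcripts were chosen on the same arrays. Differences under 2-fold between the sources stay open for every list, and one of 2-fold or more mainly for transcripts induced by Fe-citrate.

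The Avr9/Cf-9, WRKY and GRAS transcripts of Table 2 were on average 1.06 higher on the log2 scale under Fe-citrate than under Fe-PS over 19 tested transcripts. Every Fe-citrate array lay above every Fe-PS array (exact two-sided permutation p = 0.1, the smallest that 3 arrays against 3 allow). The paper chose these transcripts on the same Fe-citrate and Fe-PS arrays, as induced by Fe-citrate alone. That choice favours such a separation, so neither the separation nor its p is independent evidence. The mean level of the 19 transcripts ranged by 1.55 between the Fe-WEHS arrays, which is 147% of the difference between Fe-citrate and Fe-PS. It ranged by 0.68 between Fe-citrate and by 0.39 between Fe-PS arrays. Fe-WEHS replicate 2 was the highest of its source. A candidate explanation for part of the difference is thus a response that varied between pools of plants of one source, such as one to handling, and such a response was not measured apart from the Fe source. The mean over the 19 was 9.63, 11.18 and 10.60 on the Fe-WEHS arrays, against 11.80, 11.50 and 11.11 under Fe-citrate and 10.38, 10.63 and 10.24 under Fe-PS. An effect of Fe-citrate on these transcripts stays open.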

How the results depend on the processing

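The spot median and leaving out marked spots were chosen as alternatives after the data were examined, and the other alternatives before. Over all alternatives, gene lists kept direction and side of the threshold in 2485 comparisons, lost the call in 108, gained one in 33 and reversed in 2, and named transcripts kept both in 7342, lost the call in 412 and gained one in 106. Fe-citrate against Fe-PS stayed at 0 calls under every alternative but the fit of 2 groups (32, with 20 of the paper's specific transcripts), array weights (93, with 35) and leaving out Fe-WEHS replicate 2. The cause of the changes below was not tested, except where a filter changes which probes are tested.

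Calls for Fe-citrate against Fe-WEHS, Fe-PS against Fe-WEHS, both sources together, the F test and those shared by both comparisons were 544, 339, 376, 616 and 248 with no filter on dim probes, and 180, 70, 107, 159 and 60 with signal required under every source, where 74 named transcripts were called and 32 were higher for Fe-citrate and 6 for Fe-PS. The deposited values gave 630, 393, 542, 562 and 291, sharing 180 of 303 and 81 of 163 calls. Median scaling gave 658 for Fe-citrate, 333 for both together and 717 in the F test, with 66 calls on named transcripts (116 by quantile normalization), and shared 145 and 74 of the calls against Fe-WEHS. The share of higher transcripts was then 93.8% for Fe-citrate and 86.0% for Fe-PS, against 39.6% and 40.5% by quantile normalization and 26.7% and 14.1% with cyclic loess, which gave 92 calls for Fe-PS and 76 shared ones. Under median scaling the median log2 fold change of both sources together was 0.32, against 0.05 by quantile normalization. Array weights gave 251 for Fe-PS and 566 in the F test. With a replicate block the counts were 307 for Fe-citrate, 141 for Fe-PS and 0 between them. Of 64 list tests called, 12 held with an estimated correlation. Background correction, spot summary, single-target probes and the 2 added alternatives kept every total within 1.5 times its value, but not every split by direction: with marked spots left out 67 were higher and 258 lower for Fe-citrate, 38 and 82 for Fe-PS, 53 and 147 for both together and 22 and 77 shared, without background correction 40 and 77 for Fe-PS and 23 and 63 shared, and with normexp at offset 16 66 and 90 shared, against 120 and 183, 66 and 97, 80 and 125, and 43 and 82. The mean Spearman correlation between Fe-WEHS arrays and the others was 0.877, and 0.934 with no filter and 0.932 with the deposited values.

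Leaving out each array in turn gave 257 to 398 calls for Fe-citrate against Fe-WEHS, 62 (without Fe-PS replicate 1) to 178 for Fe-PS, 0 to 3 between them, 186 to 244 for both together, 139 (without Fe-WEHS replicate 3) to 372 in the F test, 48 (without Fe-PS replicate 1) to 128 shared, 0 to 1 of the paper's specific transcripts, 78 to 112 named transcripts and 59 to 67 list tests. Under Fe-PS against Fe-WEHS the median of the ACRE list of Table 2 ran from −0.61 (without Fe-WEHS replicate 1) to 0.55 (without Fe-WEHS replicate 2), and that of the transcripts induced by Fe-citrate in Table S4 from −0.21 to 0.29 without the same arrays. The remaining 2 arrays of a source were then assumed to vary like the other groups. A block for slide or scan date was not run, as the files give neither. Signal over background limits the results: 12395 of 25782 probes passed the filter, and the median plant spot of a Fe-WEHS array was at most 1.55 times its median negative control spot.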

Differences from the paper's values

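The number of plant probes, 25782 here and 25789 in the paper, does not differ by the measure used, and the paper's counts relative to Fe-deficient plants have no counterpart in direct comparisons between Fe sources.

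The paper lists transcripts as specific to Fe-citrate or to Fe-PS by setting each source against Fe-deficient plants. The values here have another reference, so they need not conflict with that assignment. In the direct comparison of these sources 324 of 334 tested transcripts lay in the paper's direction, and limma called 0 (123 at an unadjusted p under 0.05), against 35 with array weights, 20 in the fit of the 6 arrays alone and 1 without Fe-WEHS replicate 2, all set before the data were examined. BEL1-related homeotic protein 11, which the paper lists as specific to Fe-citrate, was also lower under Fe-PS than under Fe-WEHS (log2 fold change −1.41), a call lost in 13 of 24 alternatives (−1.01 to −1.73 over all 24), and was not called between Fe-citrate and Fe-PS.

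The paper describes 3 spots per probe. In the scanner tables 15734 of 25782 probes have 3, and the others have 4 (8437), 5 (1520) or 6 (91). The paper names phosphofructokinase in its text where Table 2 lists fructokinase-2 (#4), whose value here is that of the probe in Table 2. The differences between Fe-citrate and Fe-PS implied by the paper's fold changes and those computed from the deposited values had r = 0.995 over 289 transcripts, and r = 0.897 over 130 with the processing used here. These correlations are across transcripts, which are not independent replicates.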

Other observations

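Further transcripts of Table S4 differed between Fe sources. The xyloglucan endo-transglycosylase (TC192864), which cuts and rejoins xyloglucan in growing walls, was higher under Fe-citrate than under Fe-WEHS (log2 fold change 1.72 ± 0.48, adjusted p = 0.0398), lay 2.25 above Fe-PS (95% interval 1.19 to 3.30, adjusted p = 0.786) and was called against Fe-PS in the fit of those 6 arrays alone and with array weights (2.48). Its call against Fe-WEHS was lost without Fe-WEHS replicates 1 or 3, Fe-citrate replicates 1 or 2 or Fe-PS replicate 1 (1.15 to 1.75). An aquaporin of the vacuolar membrane (TIP subfamily, TC193305), below the negative controls on every Fe-WEHS array, was at least 1.08-fold higher under Fe-citrate and at least 1.28-fold higher under Fe-PS, while the plasma membrane aquaporin PIP2 (TC200822) was lower under Fe-citrate (−1.03, adjusted p = 0.00951) and not under Fe-PS (−0.40). The first lost its Fe-citrate call without Fe-WEHS replicate 2 or Fe-citrate replicates 2 or 3 and its Fe-PS call without Fe-WEHS replicate 2 or Fe-PS replicate 1 (fitted log2 fold changes 0.93 to 1.46), and the second its call without Fe-WEHS replicate 1 (−0.89) or Fe-citrate replicate 3 (−0.97) and with median scaling (−0.49). Calcium-dependent protein kinase 2 (TC194033), likewise below the negative controls on every Fe-WEHS array, was at least 1.93-fold higher under Fe-citrate and at least 1.63-fold higher under Fe-PS, the latter not without Fe-WEHS replicate 2, Fe-PS replicate 1 or Fe-PS replicate 2 (fitted log2 fold changes 0.88 to 1.14).

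The bHLH transcription factor UNE10 (TC208096) was lower under Fe-citrate (−1.33, adjusted p = 0.0082) and under Fe-PS (−1.17, adjusted p = 0.0204) than under Fe-WEHS, and the Fe-PS call was lost without Fe-WEHS replicates 1 or 2 or Fe-PS replicates 2 or 3 (−0.98 to −1.16). An extensin outside Table 2 (TC199845) was lower under both (−1.31, adjusted p = 0.00316 and −1.29, adjusted p = 0.00606). Median scaling ended the calls of UNE10 (−0.94 and −0.86) and of this extensin (−0.83 and −0.91). Another transcript of the ACRE family (TC214721), below the negative controls on every Fe-WEHS array, was at least 1.95-fold higher under Fe-citrate (adjusted p = 0.00733). All of these transcripts were compared with Fe-WEHS arrays that had the brightest negative controls.

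The families matched by description in Table S4 were chosen by the paper on these arrays and are not independent evidence. Against Fe-WEHS under Fe-citrate and under Fe-PS, camera gave adjusted p = 0.000111 and 8.86e-05 for glycolysis (3 of 4 tested, 3 and 3 lower), 0.000361 and 0.00253 for the respiratory chain (3 of 4, 3 and 0 lower), 2.73e-05 and 9.77e-07 for lipid metabolism (6 of 10, 3 and 2 lower), 0.025 and 0.0291 for nitrate assimilation (3 of 8, 1 and 0 lower), and 0.0141 and 0.0202 for extensins (4 of 5, 3 and 2 lower, 1 and 0 higher). With an estimated correlation these adjusted p ran from 0.059 to 0.14. The cellulose synthases (3 of 3, all lower in both) had 0.000173 and 2.73e-05 (adjusted p = 0.068 and 0.059 with an estimated correlation). The whole ACRE family (9 of 10) had 4 higher under Fe-citrate (5 adjusted over the list alone) and 0 under Fe-PS, with medians of 1.31 and 0.04 and of 1.15 between Fe-citrate and Fe-PS (adjusted p = 0.000259, 0.776 and 5.97e-13, or 0.272, 0.934 and 0.0784 with an estimated correlation). The list of ethylene response factors and ethylene synthesis (3 of 4) had medians of 0.74, −0.05 and 1.23 in the same order. Of its members limma called 0 over all transcripts, and 1, 0 and 2 adjusted over the list alone. For this list camera gave adjusted p = 0.0678, 0.776 and 2.73e-05, or 0.225, 0.832 and 0.0632 with an estimated correlation. WRKY and GRAS families held the tested members of Table 2, with adjusted p = 0.0448 and 0.00446 for Fe-citrate against Fe-WEHS (0.402 and 0.325 with an estimated correlation).

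Glutathione S-transferases and peroxidases (5 of 6, 1 lower under each; adjusted p = 0.273 and 0.259), R2R3 MYB (3 of 5, 0 called; 0.83 and 0.911) and calcium sensing (3 of 5, 1 higher under each; 0.704 and 0.729) did not differ as lists from other transcripts. Too few members for a list test were above the negative controls for bHLH (2 of 3, 1 lower under each), TCA cycle (2 of 6, 2 and 1 lower), aquaporins (2 of 2), cell wall loosening (1 of 3), phenylpropanoids (2 of 2, 0 called), methionine cycle, plasma membrane H+-ATPase and Fe homeostasis (1 each). The Fe homeostasis transcript, a ferric-chelate reductase (TC191412), had 0.82 under Fe-citrate and 0.37 under Fe-PS and was not called. Of 7 transcripts of photosynthesis 0 passed the filter, and no description named histones, jasmonate or the casparian strip. The glycolysis, pentose phosphate and TCA transcripts of the Fe-citrate list in Table 2 (3 of 5, 1 lower under each) had adjusted p = 0.00161 and 0.00141 (adjusted p = 0.0935 in both with an estimated correlation).

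Of the transcripts that Table S3 gives as higher under Fe-WEHS than in Fe-sufficient plants, 66 of 68 were tested, 3 being lower under Fe-citrate than under Fe-WEHS (4 adjusted over the list alone) and 1 under Fe-PS (2 adjusted over the list alone), with medians of 0.04 and −0.10 (adjusted p = 0.372 and 0.0106, or 0.75 and 0.568 with an estimated correlation), and a Fe-PS median of 0.26 under median scaling. Of those it gives as lower, 15 of 22 were tested and limma called 0 (2 lower at an adjusted p of at most 0.05 by less than 2-fold, in each comparison), with medians of −0.21 and −0.12 (adjusted p = 0.202 for both). Fe-citrate arrays resembled Fe-PS arrays of another number: Fe-citrate 1 joined Fe-PS 2 and Fe-citrate 2 joined Fe-PS 1 in the clustering, while Fe-citrate 3 joined Fe-PS 3.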
